# Temporal transcriptome changes induced by MDV in marek's disease-resistant and -susceptible inbred chickens

**DOI:** 10.1186/1471-2164-12-501

**Published:** 2011-10-12

**Authors:** Ying Yu, Juan Luo, Apratim Mitra, Shuang Chang, Fei Tian, Huanmin Zhang, Ping Yuan, Huaijun Zhou, Jiuzhou Song

## Abstract

**Background:**

Marek's disease (MD) is a lymphoproliferative disease in chickens caused by Marek's disease virus (MDV) and characterized by T cell lymphoma and infiltration of lymphoid cells into various organs such as liver, spleen, peripheral nerves and muscle. Resistance to MD and disease risk have long been thought to be influenced both by genetic and environmental factors, the combination of which contributes to the observed outcome in an individual. We hypothesize that after MDV infection, genes related to MD-resistance or -susceptibility may exhibit different trends in transcriptional activity in chicken lines having a varying degree of resistance to MD.

**Results:**

In order to study the mechanisms of resistance and susceptibility to MD, we performed genome-wide temporal expression analysis in spleen tissues from MD-resistant line 6_3_, susceptible line 7_2 _and recombinant congenic strain M (RCS-M) that has a phenotype intermediate between lines 6_3 _and 7_2 _after MDV infection. Three time points of the MDV life cycle in chicken were selected for study: 5 days post infection (dpi), 10dpi and 21dpi, representing the early cytolytic, latent and late cytolytic stages, respectively. We observed similar gene expression profiles at the three time points in line 6_3 _and RCS-M chickens that are both different from line 7_2_. Pathway analysis using Ingenuity Pathway Analysis (IPA) showed that MDV can broadly influence the chickens irrespective of whether they are resistant or susceptible to MD. However, some pathways like cardiac arrhythmia and cardiovascular disease were found to be affected only in line 7_2_; while some networks related to cell-mediated immune response and antigen presentation were enriched only in line 6_3 _and RCS-M. We identified 78 and 30 candidate genes associated with MD resistance, at 10 and 21dpi respectively, by considering genes having the same trend of expression change after MDV infection in lines 6_3 _and RCS-M. On the other hand, by considering genes with the same trend of expression change after MDV infection in lines 7_2 _and RCS-M, we identified 78 and 43 genes at 10 and 21dpi, respectively, which may be associated with MD-susceptibility.

**Conclusions:**

By testing temporal transcriptome changes using three representative chicken lines with different resistance to MD, we identified 108 candidate genes for MD-resistance and 121 candidate genes for MD-susceptibility over the three time points. Genes included in our resistance or susceptibility genes lists that are also involved in more than 5 biofunctions, such as *CD8α*, *IL8*, *USP18*, and *CTLA4*, are considered to be important genes involved in MD-resistance or -susceptibility. We were also able to identify several biofunctions related with immune response that we believe play an important role in MD-resistance.

## Background

MD is a serious lymphoproliferative disease in chickens caused by MDV and characterized by transformation of T cells that cause tumors in various organs including liver, spleen, gonads, heart, peripheral nerves, skin and muscle [1-3]. Chickens with MD exhibit over-expression of Hodgkin's disease antigen CD30 (CD30^hi^) that makes it a natural model for studying the initiation and progression of CD30^hi ^lymphomas [4]. MDV is an alphaherpesvirus belonging to the *Mardivirus *genus which contains three members: MDV-1, MDV-2 and HVT (herpesvirus of turkeys) [5-7]. According to Calnek *et al*. [8,9], MDV, like other herpesviruses, goes through a complex life cycle that includes cytolytic and latent phases in host cells. An early cytolytic infection is started at 2-7dpi characterized by the virus particles expressing large amounts of the early protein pp38. Subsequently, a latent phase is initiated at around 7-10dpi with the MDV genome persisting in the host cells. Following latency, a late cytolytic phase causes inflammation and transformation of latently infected lymphocytes into tumor cells and is triggered between 14-21dpi [8,9]. During the first cytolytic phase, MDV first uses B cells as a target for its replication before targeting activated CD4^+ ^T cells to enable a persistent latent infection [10-12].

Two highly inbred chicken lines 6_3 _and 7_2_, sub-lines of lines 6 and 7, have been bred since 1939 with line 6_3 _chickens resistant to MD and line 7_2 _chickens susceptible to MD [13]. To better understand the mechanisms underlying MD-resistance and -susceptibility, several studies have been made to ascertain the differences between these two chicken lines. A much higher virus copy number was observed in line 7 chickens indicating varying levels of virus replication [14]. Different proportions of CD4^+ ^T cells and CD8^+ ^T cells were found in MD-resistant and -susceptible chickens when infected by MDV. In MD-susceptible birds, as the CD4^+ ^T cells increased in number, the number of CD8^+ ^T cells decreased; the opposite occurred in MD-resistant chickens [15]. Lymphocyte surface markers such as Ly-4, Bu-1 and Th-1, were present in different levels in these two chicken lines [16,17]. The expression of some cytokines, such as IL6 and IL18, was also found to differ between line 6 and line 7 chickens[18]. From an epigenetic perspective, differences in promoter DNA methylation levels between line 6_3 _and line 7_2 _chickens have been found in several candidate genes [19].

With the development of functional genomics technologies, some progress has been made towards investigating the mechanism of MD-resistance in a genome-wide manner. Quantitative trait loci associated with MD-resistance or -susceptibility have been mapped to chromosomes 1, 5, 7, 9, 15, 18, 26, Z, E21 and E16 [20-23]. Also, through the use of chicken immune-specific microarrays, immunoglobulin genes have been shown to have a higher expression in MD-resistant chicken lines as compared to MD-susceptible chicken lines [24]. However, the exact mechanisms behind resistance and susceptibility to MD are still unknown.

Researchers at the Avian Disease and Oncology Laboratory (ADOL, East Lansing, MI, USA) have developed nineteen recombinant congenic strains (RCS) with varying phenotypic traits from lines 6_3 _and 7_2 _to further investigate the mechanisms of MD-resistance and - susceptibility [13,25]. One of these strains, RCS-M, which was developed from line 6_3 _and line 7_2 _and possesses around 87% genetic background of line 6_3_, is genetically closer to the resistant line 6_3_. Our previous study of tumor incidence rates induced by a partially attenuated very virulent plus (vv+) strain of MDV (648A, passage 40) in the different RCSs revealed that while only 0-3% of line 6_3 _chickens and up to 100% of the line 7_2 _chickens developed tumors after MDV infection, about 40% of RCS-M chickens developed tumors (Data not shown). Because of this intermediate response of RCS-M to MDV infection, it is suitable for us to use these three chicken lines to investigate the mechanism of MD-resistance and susceptibility. We performed a temporal trancriptome analysis with spleen samples from line 6_3_, 7_2 _and RCS-M chickens before and after MDV infection at 5dpi, 10dpi and 21dpi. Our main objective is to build on the current understanding of Marek's disease pathogenesis and immune response to MDV, and this genome-wide approach is used for this purpose. To our knowledge, this is the first comprehensive study combining a chicken line having intermediate resistance to MD together with highly-resistant and susceptible lines to more precisely identify the possible genetic factors behind MD resistance and susceptibility.

## Results

### Temporal Gene Expression Profiles of line 6_3_, line 7_2 _and line M chickens in MDV Challenge Experiment

To find genes that may be involved in the MD-resistance and -susceptibility, we performed transcriptome analysis using three chicken lines with different phenotypes after MDV infection to find the host genes with different reactions to virus infection. 

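Marek's disease virus (MDV) first kills lymphocytes, then lies latent in T cells and can later turn these cells into tumors. Line 6_3 chickens seldom form the tumors, line 7_2 chickens form them readily, and RCS-M, a strain bred from both lines, lies between them. The spleen, in which infected lymphocytes gather, was compared between infected and non-infected chickens at 5, 10 and 21 dpi. Each of 36 microarrays held the RNA of 1 infected and 1 non-infected chicken of the same line and dpi, read in 2 colours. There were 4 arrays for each of the 9 combinations of line and dpi, and the infected chicken carried Cy5 on 2 of them and Cy3 on the other 2. The arrays lay on 9 slides and were scanned on 2 days, with 16 and 20 arrays. One slide held only line 7_2, with 3 of its 4 arrays of 21 dpi, and another held 3 of the 4 arrays of RCS-M at 10 dpi, all 4 of which were scanned on the same day. Between 10.3% and 58.3% of the probes of a channel, with a median of 24.6%, were read as well above background. In line 6_3 the median over 4 chickens was 35.2%, 28.3% and 18.4% of probes in infected spleens at 5, 10 and 21 dpi, and 33.8%, 28.6% and 22.3% in non-infected spleens. The medians in line 7_2 were 26.2%, 24.4% and 24.8% in infected and 21.1%, 22.3% and 24.5% in non-infected spleens. For RCS-M they were 21.9%, 28.9% and 29.7% in infected and 20.5%, 26.5% and 26.2% in non-infected spleens. The number of arrays limits the precision of every fold change. The authors deposited the scanner's output for each array, which holds the intensity and local background of each spot in both dyes, and a table of log10 ratios. From the intensities, the background was removed with limma's normexp method and an offset of 50, because the paper's text names no background correction. Dyes were balanced within each array with loess, and all channels were brought to a common distribution with quantile normalization. The 23560 probes well above background in at least 4 of the 72 channels were tested in a single fit with a dye term. A probe is called changed where its Benjamini-Hochberg adjusted p was below 0.05 in limma, and fold changes are log2 of infected over non-infected with n = 4 arrays. Counts at the paper's criteria (P < 0.05, |LogFC|>1.5 and FDR < 0.5) are given beside these. The offset draws the ratios of dim probes toward 0, and plain subtraction of the background gave larger fold changes and other counts. Under limma's defaults together (plain subtraction, no filter on dim probes, a separate fit of each 4 arrays) no probe passed in any comparison, with 1394 to 2862 probes at an unadjusted p below 0.05 in the comparisons of infected with non-infected chickens. Where leaving out 1 array ended a call, the value without it is given under that array's replicate number.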

We chose 5dpi, 10dpi and 21dpi to represent the critical phases of virus progression to study gene expression changes induced in the different chicken lines.

We conducted an initial quality assessment of our dataset to remove outliers (see Methods). Principal component analysis (PCA) was used to compare the global gene expression profiles of these three chicken lines. 

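Spleens of line 7_2 carried more signal of T cell genes than those of line 6_3 and RCS-M, averaged over infected and non-infected chickens. IGLL1, an immunoglobulin light chain gene, was also higher in line 7_2, and the hemoglobin genes HBE and HBA1 were lower. The level of a probe was taken as the mean log2 signal of both channels of an array, compared between lines with time point in the fit (12 arrays per line). At an adjusted p below 0.05, 1510 probes were higher and 1004 were lower in line 7_2 than in line 6_3, and 765 were higher and 634 lower than in RCS-M. Between RCS-M and line 6_3, 28 probes were higher and 32 lower. IGLL1 was higher in line 7_2 than in line 6_3 by 3.48 on the log2 scale (standard error 0.24) and than in RCS-M by 3.06. CD8A, which marks cytotoxic T cells, was higher by 2.49 (standard error 0.15) and 2.50, and its partner CD8B by 1.60 (standard error 0.18) and 1.43. A second probe of CD8A (A_87_P008742) differed by -0.12 between line 7_2 and line 6_3. OGFR, the opioid growth factor receptor, was lower by 2.66 and 2.52, as fitted log2 differences of -2.66 and -2.52. GBP, an interferon-induced GTPase, was higher than in line 6_3 by 1.93 in both line 7_2 (standard error 0.26) and RCS-M. Of 14 T cell markers, 9 were higher in line 7_2 than in line 6_3 (9 when adjusted over the list alone), with a median difference of 0.47 (adjusted p = 2.70e-08 from camera and 0.00216 with an estimated correlation). Against RCS-M, 3 of the 14 were higher (6 over the list alone, adjusted p = 0.0230 with an estimated correlation). Among the 14, CD247 and CD3D were read by the same probe, which counts for both. It is a probe of CD247, taken for CD3D through an alias, so no probe of CD3D itself is among them. With slide as a factor, 1690, 1428 and 100 probes differed between line 7_2 and line 6_3, line 7_2 and RCS-M, and RCS-M and line 6_3, and 1224 of the 2514 probes of the first comparison kept their call. GZMA, a granzyme of cytotoxic cells, was higher in line 7_2 than in line 6_3 by 1.86 but did not pass with slide as a factor (1.47). In a principal component analysis of the 72 channels of all 36 arrays, the first component held 43.1% of the variance, and 96.2% of its spread lay between slides. The second held 9.56%, of which 77.1% lay between lines and 59.4% between slides. These shares overlap, since the lines were not spread evenly over the slides. On the second component the means of line 7_2 were 12.7, 15.9 and 18.5 at 5, 10 and 21 dpi. The means of line 6_3 on it lay between -12.9 and -5.99, and those of RCS-M between -9.51 and -1.98. Lines separated over all probes (F = 3.07, 16.5% of the variance, permutation p = 0.00676), but not without the arrays of 10 dpi (p = 0.0758). Over all probes RCS-M lay nearer to line 7_2 (distance 33.5) than to line 6_3 (37.7). With plain background subtraction RCS-M lay nearer to line 6_3 (62.8) than to line 7_2 (66.4). The same held without the arrays of 5 dpi (31.1 and 34.9). With the other alternatives RCS-M lay nearer to line 7_2. None of these distances was adjusted for slide. The arrays of replicates 33 to 36 share a slide, with line 6_3 and RCS-M on it but not line 7_2. They lay between -75.3 and -69.9 on the first component. The order of the distances can therefore not be assigned to the lines alone.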

The preliminary PCA plot indicated broad differences between the three chicken lines with lines 6_3 _and RCS-M clustering together and distinct from line 7_2 _chickens (Figure 1). Data normalization and differential gene expression analysis was performed using the limma package in R (for details see Methods). In order to minimize transcriptional variations owing to growth and other developmental differences between the three chicken lines, individuals were paired by line and dpi and comparisons carried out between infected and non-infected individuals. The p-values were then corrected for multiple comparisons using the Benjamini-Hochberg FDR calculation procedure [26]. To detect the host response to MDV infection, we compared the gene expression level of the infected samples to non-infected control samples at the same time point. Differentially expressed gene lists were obtained using a criteria of P < 0.05, FDR < 0.5 and |logFC| > 1.5.

**Figure 1:**
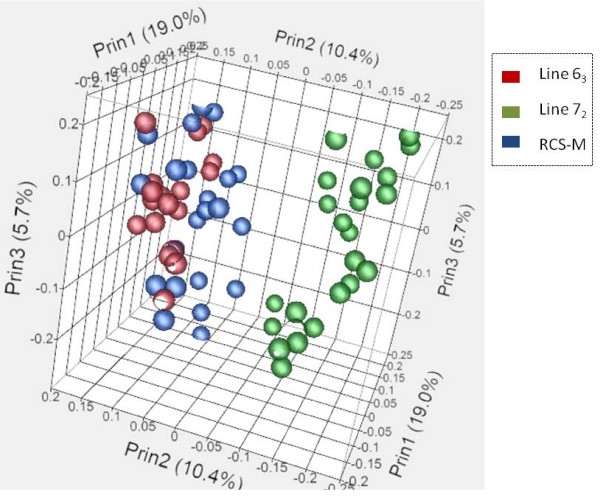
**A three-dimensional PCA plot of 64 individuals indicating broad transcriptional similarities between line 6_3 _and RCS-M that are both markedly distinct from line 7_2_**.

Our significant gene lists consisted of a total of 11779 genes in the three chicken lines across three time points that included some virus genes contained in the microarray (Additional file 1. Table S1). 

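Genes of MDV itself were read by 134 probes on the array, of which 46 were bright enough to test. Single probes passed only in the spleens of line 7_2 at 21 dpi, when virus reactivates, and of RCS-M at 5 dpi. In no comparison did an MDV probe fall at an adjusted p below 0.05. In line 7_2 at 21 dpi, 16 MDV probes rose (20 when adjusted over the virus probes alone), and 42 of the 46 lay above 0. Among them were MDV114 (0.52, standard error 0.08, adjusted p = 1.77e-05), MDV101 (0.51) and MDV083 (0.43). Others among the 16 were well above background in 2 of 4 infected spleens and in no non-infected spleen, so their rise has only a lower bound, from channel means after loess and Aquantile. These bounds were at least 1.61-fold for LORF3 (adjusted p = 0.00311), 1.52-fold for MDV082 (adjusted p = 7.32e-05) and 1.22-fold for UL40, the small subunit of the viral ribonucleotide reductase, and LORF3 did not pass without replicate 18. In RCS-M at 5 dpi, 8 MDV probes rose (12 over the virus probes alone), and 39 of the 46 lay above 0. They included LORF3 (at least 1.41-fold, adjusted p = 0.0394), MDV127 (at least 1.34-fold, adjusted p = 0.0058) and RLORF12 (at least 1.38-fold, adjusted p = 0.00722), each well above background in 3 of 4 infected spleens and in no non-infected one. No MDV probe passed in RCS-M at 5 dpi without replicate 4 or without replicate 15, 4 did without replicate 25, and 18 had an unadjusted p below 0.05 with all 4 arrays. The median log2 fold change over the 46 probes on single arrays of RCS-M at 5 dpi was highest in replicate 15, at 0.25. Without replicate 18, 11 MDV probes passed in line 7_2 at 21 dpi. The 24 MDV calls over the 9 comparisons depended on the processing. Far fewer passed with plain background subtraction, with a separate fit of each comparison or with a stricter filter on dim probes, and more with the deposited log10 ratios. In line 6_3 at 5, 10 and 21 dpi, 0 MDV probes passed in limma, 1, 1 and 4 had an unadjusted p below 0.05, and 33, 30 and 26 of the 46 lay above 0, with medians of 0.033, 0.022 and 0.018. None passed in line 7_2 at 5 or 10 dpi either, where 8 and 11 had an unadjusted p below 0.05, but at 10 dpi 38 of the 46 lay above 0, with a median log2 fold change of 0.092, against 0.15 in line 7_2 at 21 dpi and 0.087 in RCS-M at 5 dpi. The medians with plain background subtraction were 0.37, 0.15 and -0.14 in line 6_3 at 5, 10 and 21 dpi, 0.40, 0.82 and 1.20 in line 7_2, and 0.46, 0.32 and 0.17 in RCS-M. As a list the 46 probes passed upward in line 7_2 at 21 dpi and RCS-M at 5 dpi, also with an estimated correlation (adjusted p = 0.000136 and 0.00342, the second 0.0982 without replicate 15). The list passed with the preset correlation alone in line 7_2 at 10 dpi and line 6_3 at 5 dpi (adjusted p = 4.35e-05 and 0.0173, against 0.114 and 0.456 with an estimated one), and in line 6_3 not without replicate 14 (0.230). At 21 dpi, 7 MDV probes rose more in line 7_2 than in line 6_3, among them MDV111 (difference 0.65, standard error 0.11, adjusted p = 0.000272). Likewise, 7 rose more in line 7_2 than in RCS-M, among them MDV114 (difference 0.51, standard error 0.11, adjusted p = 0.00797), which did not pass without replicate 20 (0.41). No MDV probe differed between lines at 5 or 10 dpi in limma, with 9 of them higher in RCS-M than in line 6_3 at 5 dpi at an unadjusted p below 0.05.

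**Figure D1:**
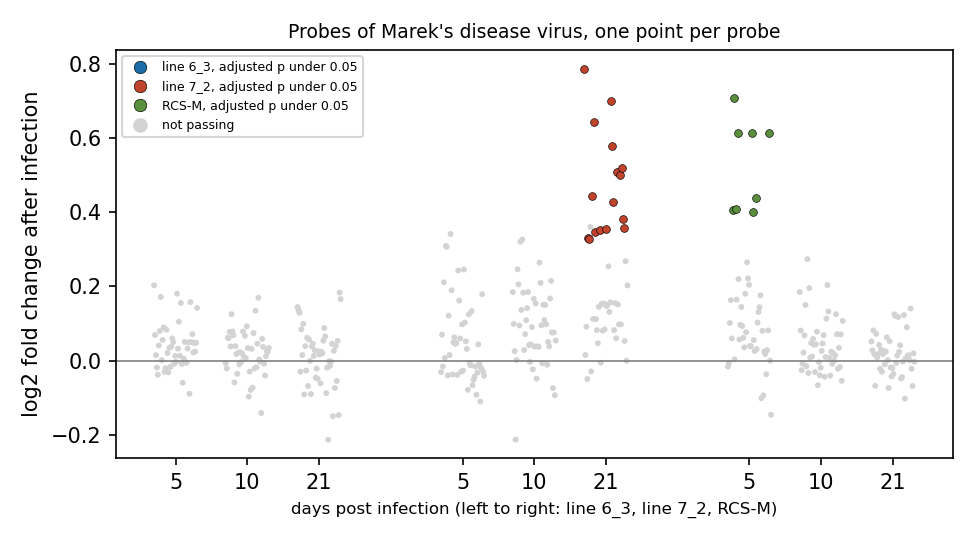
Log2 fold change (infected over non-infected) of 46 MDV probes in each line and time point, 1 point per probe, coloured where the adjusted p was below 0.05. The 16 coloured points of line 7_2 at 21 dpi and the 8 of RCS-M at 5 dpi all lie above 0.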

As our focus was on the host response to MDV infection, we excluded the MDV genes from further analysis reducing our total gene number to 11694 (Table 1). 

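At 5 dpi, when MDV kills lymphocytes, genes of the interferon response rose in the spleens of line 7_2. TRAFD1, an interferon-induced regulator of inflammatory signalling, rose by 1.02 on the log2 scale (standard error 0.11, n = 4 arrays, adjusted p = 3.72e-06). GBP rose by 1.09 (standard error 0.19, adjusted p = 0.00165), and CDC20, which drives cells through mitosis, by 0.71 (standard error 0.11, adjusted p = 0.000719). CCL19, a chemokine that draws T cells and dendritic cells, rose by 0.99 (standard error 0.18), and by 0.80 without replicate 1, where its call ended. One probe of the chemokine CCL26 rose by 0.87 (standard error 0.15), whereas its other probe stood at 0.00. The antiviral gene OASL rose by 0.55, and by 0.40 without replicate 1, where its call ended. The ribosomal protein genes RPL14 (-0.61, standard error 0.10, adjusted p = 0.00092), RPL5 (-0.53) and RPLP1 (-0.50) fell, as did EIF3E (-0.48), a factor of translation initiation. RPL21 fell on 1 probe (-0.57) and stood at -0.16 on its other probe. In all, 204 probes rose and 152 fell. Fewer changed with plain background subtraction or array weights, and none passed in limma with a separate fit of this comparison. Of 19 interferon response genes, 6 rose and none fell (11 and none when adjusted over the list alone), with a median of 0.22 (adjusted p = 5.68e-12 from camera and 0.00589 with an estimated correlation). The number of changed probes was 104 without replicate 1, 115 without replicate 5 and 540 without replicate 29. At the study's criteria 1 probe changed, that of GZMA, which cytotoxic cells use to kill targets (1.59, standard error 0.41, adjusted p = 0.0401), and 1006 did with plain background subtraction. GZMA did not pass without replicate 1 (1.58), replicate 5 (1.55) or replicate 26 (1.15). TRAFD1 rose more in line 7_2 than in line 6_3 (difference 0.91, standard error 0.15, adjusted p = 0.00322), 1 of 63 probes that differed between these lines at 5 dpi. That count was 15, 4, 5, 20, 118 and 97 without replicates 1, 5, 9, 14, 29 and 36. Another split of the same arrays gave 85 probes, so chance is not excluded for it.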

Notably, no gene was found differentially expressed in line 7_2 _at 5dpi using the above criteria. However, when validating the microarray results with qPCR, we found several genes significantly changed by MDV infection in line 7_2 _at 5dpi (Additional file 2. Figure S1).

**Table 1:** Number of genes differentially expressed after MDV infection

	**line 6_3 _(Inf. Vs. Non.)**		**line 7_2 _(Inf. Vs. Non.)**		**RCS-M (Inf. Vs. Non.)**	
	
	**+**	**-**	**+**	**-**	**+**	**-**
	
**5dpi**	777	651	0	0	707	680
**10dpi**	708	660	823	691	791	572
**21dpi**	573	585	1007	1088	567	814

Genes with differential expression were termed with P < 0.05, |LogFC|>1.5 and FDR < 0.5. +: up-regulated after MDV infection; -: down-regulated after MDV infection.

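In the resistant line 6_3, few genes changed at 5 dpi, and at 10 dpi genes of cytotoxic lymphocytes rose and matrix genes fell as lists. JUN, an immediate early transcription factor, fell at 5 dpi by 0.58 on the log2 scale (standard error 0.07, adjusted p = 3.97e-05). PPP3CA, the catalytic subunit of calcineurin, fell by 0.36 (standard error 0.06, adjusted p = 0.000989). ODC, which starts polyamine synthesis, fell by 0.69 (standard error 0.13), but its call ended without replicate 33 (-0.40) or replicate 36 (-0.64). At 10 dpi the death receptor FAS rose by 0.49 (standard error 0.07, adjusted p = 0.000258) and ITGB5, an integrin, fell by 0.60 (standard error 0.09, adjusted p = 0.00019). GZMA rose by 2.03 (standard error 0.41, adjusted p = 0.00771) and GNLY, a granulysin-like killing protein, by 0.76 (standard error 0.13), neither of which passed without replicate 28 (1.84 and 0.58). LCAT, a plasma enzyme of cholesterol transport, fell by 0.75, and by 0.72 without replicate 28, where its call ended. At 21 dpi MMP9, a protease of heterophils and macrophages that was well above background in 1 of 4 infected and 3 of 4 non-infected spleens, fell by 0.78 (standard error 0.09, adjusted p = 4.60e-06), LCAT by 0.92 (standard error 0.13, adjusted p = 0.000165) and PROCR, a receptor on blood vessel cells, by 0.61 (standard error 0.10, adjusted p = 0.000691). CLDN5, which seals blood vessel walls, fell by 0.53 (standard error 0.09, adjusted p = 0.000768). GNLY rose at 21 dpi by 0.73 (standard error 0.13, adjusted p = 0.00154), and GZMA by 1.65, which did not pass without any 1 of the 4 arrays (1.74, 1.77, 1.67 and 1.44 without replicates 3, 12, 16 and 23). In line 6_3, 6 probes rose and 25 fell at 5 dpi, 158 rose and 141 fell at 10 dpi, and 121 rose and 256 fell at 21 dpi. The totals at 5 dpi were 12 without replicate 9 and 5 without replicate 33. At 10 dpi they were 157, 113, 17 and 169 without replicates 8, 13, 28 and 35, and at 21 dpi 227, 148, 96 and 695 without replicates 3, 12, 16 and 23. At the study's criteria no probe changed at 5 dpi in limma (1239 had an unadjusted p below 0.05), and GZMA alone did at 10 and at 21 dpi. With plain background subtraction 0, 217 and 1288 probes met those criteria at 5, 10 and 21 dpi. The counts of changed probes depend on the scaling: with Aquantile between arrays they were 85, 452 and 4, and with array weights 161, 1029 and 60.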

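In the susceptible line 7_2, genes of dividing cells and of interferon rose at 21 dpi, while matrix genes fell. TIMD4, a receptor with which macrophages bind dying cells, fell at 21 dpi by 2.13 (standard error 0.20, adjusted p = 1.39e-08), and LYZ, lysozyme, by 1.49 (standard error 0.15, adjusted p = 2.43e-08). WDFY4, which dendritic cells need to present antigen to CD8 T cells, fell by 1.40 (standard error 0.12, adjusted p = 1.97e-09). SERPINH1, a collagen chaperone, fell by 1.54 (standard error 0.17) and XCL1, a chemokine of cytotoxic lymphocytes, by 1.26 (standard error 0.18). UHRF1, which keeps DNA methylation through replication, rose by 1.16 (standard error 0.11, adjusted p = 8.26e-09), and CD5, a T cell receptor regulator, by 1.23 (standard error 0.16, adjusted p = 3.08e-06). PDCD1, the checkpoint receptor PD-1, rose by 0.88 (standard error 0.13, adjusted p = 1.4e-05), and IFIT5, an interferon-induced RNA-binding protein, by 1.49 (standard error 0.24, adjusted p = 4.61e-05). GZMA rose by 2.14 at 21 dpi (adjusted p = 0.00054) and by 2.25 at 10 dpi (adjusted p = 0.00185). At 10 dpi LYZ fell by 0.91 (standard error 0.15, adjusted p = 0.000629), and the T cell receptor gene TRBC rose by 0.57 (standard error 0.08, adjusted p = 3.92e-05). EZH2, a histone methyltransferase, rose by 0.49 on 1 probe and stood at 0.06 on its other probe. TIMD4 fell by 1.07 at 10 dpi, and by 0.83 without replicate 32, where its call ended. At 10 dpi 307 probes rose and 339 fell, and at 21 dpi 776 rose and 874 fell. The total at 10 dpi was 351 without replicate 2 and 318 without replicate 32, and at 21 dpi 990 without replicate 18. At the study's criteria GZMA alone changed at 10 dpi, and at 21 dpi 2 probes rose and 5 fell, with GZMA, TIMD4 and SERPINH1 among them and 4 probes without a gene name. With plain background subtraction 922 and 892 probes met those criteria. At 21 dpi the response of line 7_2 differed from that of line 6_3 on 668 probes and from that of RCS-M on 497. These counts were 343 and 261 without replicate 18, and the second was 304, 324 and 275 without replicates 27, 30 and 34.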

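In RCS-M, inflammatory and interferon genes rose at 5 dpi, genes of cytotoxic lymphocytes and of dividing cells rose at 10 dpi, and 9 probes changed at 21 dpi. CCL4, a chemokine of activated macrophages and T cells, rose at 5 dpi by 1.82 (standard error 0.23, n = 4 arrays, adjusted p = 9.5e-05), TRAFD1 by 0.72 (standard error 0.10, adjusted p = 9.69e-05) and GBP by 1.19 (standard error 0.19, adjusted p = 0.00145). IRF1, a transcription factor of the interferon response, rose by 0.93, but its call ended without replicate 4 (0.80) or replicate 25 (0.74). F10, a clotting factor, fell by 0.79, and not without replicate 4 (-0.89), replicate 15 (-0.65) or replicate 25 (-0.68). At 10 dpi GZMA rose by 3.16 (standard error 0.41, adjusted p = 1.02e-05), GNLY by 0.88 (standard error 0.13, adjusted p = 3.4e-05) and IRF1 by 1.21 (standard error 0.17, adjusted p = 2.69e-05). The chemokine CCL1 rose by 1.17, XCL1 by 1.06 and CDC20 by 0.85 (standard error 0.11, adjusted p = 1.44e-05). TIMD4 fell by 1.32 (standard error 0.20, adjusted p = 8.89e-05) and LYZ by 1.07 (standard error 0.15, adjusted p = 2.69e-05). UTS2B, a vasoactive peptide, fell by 1.06, and IGFBP7, a growth factor binding protein of vessel walls, by 0.87. At 21 dpi F10 fell by 1.20 (standard error 0.17, adjusted p = 0.000706) and MMP9 by 0.63 (standard error 0.09), and NFKBIZ, a regulator of NF-kB, rose by 0.70 (standard error 0.13, adjusted p = 0.0174). Of these, F10 did not pass without replicate 30 (-0.97), MMP9 without replicates 11 (-0.55) or 27 (-0.54), and NFKBIZ without replicates 11 (0.76), 30 (0.56) or 34 (0.68). There were 98 probes up and 36 down at 5 dpi, 334 up and 413 down at 10 dpi, and 3 up and 6 down at 21 dpi, with 1114 at an unadjusted p below 0.05 there. The totals were 14, 225, 40 and 28 without replicates 4, 10, 15 and 25 at 5 dpi, 418, 489 and 397 without replicates 22, 24 and 31 at 10 dpi, and 2 without replicate 11, 27 or 30 at 21 dpi. At the study's criteria CCL4 alone changed at 5 dpi, GZMA alone at 10 dpi and no probe at 21 dpi in limma. With plain background subtraction 1127, 509 and 0 probes met them. The changed probes numbered 44, 1021 and 23 with Aquantile between arrays and 19, 1502 and 283 with array weights.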

### Pathway analysis to find the networks and biofunctions involved in MDV infection

To study the networks and biofunctions enriched in the differentially expressed genes after MDV infection, we used the IPA system to analyze genes sets. We first used the raw probe names from the microarray as the input data set and found less than 25% of the probes were compatible with IPA. Therefore, we used data mining to map the probe names to homologs from other species that could be used by IPA (for details see Methods). The mapped homologs of these ESTs are shown in Additional file 3. Table S2.

Detailed analyses of the networks and biofunctions affected by MDV in the different chicken lines across different time points were performed to understand the host responses to MDV infection. The top 5 networks influenced by MDV infection in each chicken line at three time points are shown in Table 2. From these networks we can see that during various stages of the MDV life cycle (5dpi, 10dpi and 21dpi), the virus has a broad influence on host gene expression in all chicken lines. 

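Interferon genes and T cell markers rose in the infected spleens of more than 1 line. Among interferon genes, TRIM25, which activates the RNA sensor RIG-I, rose in line 7_2 at 21 dpi by 0.61 (standard error 0.09, n = 4 arrays, adjusted p = 1.93e-05), and the secreted-protein gene IFI6 by 0.86 (standard error 0.19, adjusted p = 0.00304). CD247, the signalling chain of the T cell receptor, rose at 10 dpi in RCS-M by 0.60 (standard error 0.08, adjusted p = 2.69e-05). In line 6_3 it rose at 10 dpi by 0.38, but not without replicates 8 (0.39), 13 (0.31) or 28 (0.33). CD28, the costimulatory receptor of T cells, rose in line 7_2 at 10 dpi by 0.33, but not without replicate 32 (0.28). IL6, a cytokine of early inflammation, rose in RCS-M at 5 dpi by 0.48, a call that ended without replicate 4 (0.42), 15 (0.39) or 25 (0.50). CYBB, the oxidase of phagocytes, fell in line 7_2 at 21 dpi by 0.58 (standard error 0.10, adjusted p = 0.000103). The 19 lists of genes were tested with limma's camera as sets over the 9 comparisons, and a list passed below an adjusted p of 0.05. The interferon list, with 19 genes tested, passed upward in line 7_2 at 5, 10 and 21 dpi, in RCS-M at 5, 10 and 21 dpi and in line 6_3 at 5 and 21 dpi. With an estimated correlation between genes it passed in line 7_2 at 5 and 21 dpi (adjusted p = 0.00551 at 21 dpi) and in RCS-M at 5 dpi (adjusted p = 0.00318). Elsewhere it was lost, with adjusted p = 0.0528 and 0.061 for line 7_2 and RCS-M at 10 dpi, 0.26 for RCS-M at 21 dpi, and 0.395 and 0.376 for line 6_3. The calls of line 6_3 also ended without replicate 33 at 5 dpi (adjusted p = 0.639) and replicate 16 at 21 dpi (0.103), and that of RCS-M at 21 dpi without replicate 11 (0.160). At 21 dpi, 10 interferon genes rose in line 7_2 and 1 fell (10 and 1 when adjusted over the list alone), and in RCS-M at 5 dpi 2 rose (13 over the list alone, with 1 down). T cell markers, with 14 genes tested, rose as a list at 10 dpi in line 6_3 (median 0.16, adjusted p = 0.000758 with an estimated correlation), line 7_2 (0.30, adjusted p = 0.000124) and RCS-M (0.36, adjusted p = 4.33e-07). They numbered 4, 5 and 6 genes up (5, 9 and 10 over the list alone). CD247 and CD3D were read by the same probe in this list, which counts for both genes. It is a probe of CD247, taken for CD3D through an alias, so no probe of CD3D itself is in these counts or tests. At 21 dpi the list passed in line 7_2 and RCS-M only with the preset correlation (adjusted p = 0.127 and 0.22 with an estimated one), in line 7_2 not without replicate 6 (0.0942) and in RCS-M not without replicate 11 (0.379) or 30 (0.0629). Macrophage genes, 23 tested, rose as a list in RCS-M at 5 dpi (3 up, 7 over the list alone, adjusted p = 0.000599 with an estimated correlation).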

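Some genes of other blood cells and of organs next to the spleen changed too. LYZ and MMP9, both made by heterophils, fell in RCS-M at 10 dpi (MMP9 by 0.52, standard error 0.09, adjusted p = 0.000376). AMY2A, the pancreatic amylase, fell there by 0.40, but not without replicate 21 (-0.30). APOA1, the main protein of high-density lipoprotein, fell by 0.58 in RCS-M at 10 dpi, but not without replicates 21 (-0.61), 22 (-0.49) or 31 (-0.51). SLC4A1, the anion exchanger of red cells, rose by 0.36 in line 7_2 at 10 dpi, a call that ended without any 1 of the 4 arrays (0.34 to 0.38). The heterophil list (13 genes tested) fell in line 6_3 at 5 and 10 dpi, in line 7_2 at 10 dpi and in RCS-M at 10 dpi, where the median was -0.35 (2 down, 5 over the list alone). None of these held with an estimated correlation (adjusted p = 0.395, 0.47, 0.216 and 0.105), and those of line 6_3 ended without replicate 33 at 5 dpi (0.224) and replicate 13 at 10 dpi (0.270). Of 14 genes of erythroid cells, the list passed in line 6_3 at 5 dpi, line 7_2 at 10 dpi and RCS-M at 10 and 21 dpi with the preset correlation, and nowhere with an estimated one (adjusted p = 0.283, 0.136, 0.171 and 0.0616). Its calls ended without replicate 33 in line 6_3 (adjusted p = 0.946), replicates 2 (0.232) or 17 (0.108) in line 7_2, and replicates 21 (0.108) or 31 (0.616) in RCS-M at 10 dpi. The pancreas list (17 tested) rose in line 7_2 at 5 dpi with a median of 0.23 (5 up over the list alone) and fell in line 6_3 at 10 dpi, both lost with an estimated correlation (adjusted p = 0.288 and 0.47). The pancreas call of line 7_2 also ended without replicate 29 (adjusted p = 0.958), and that of line 6_3 without replicates 8 (0.208) or 13 (0.0668). Genes of liver and plasma proteins (17 tested) rose in line 6_3 at 5 dpi (median 0.19, 4 up over the list alone) and fell in line 7_2 at 21 dpi and RCS-M at 10 dpi, again lost with an estimated correlation (adjusted p = 0.36, 0.487 and 0.488). The liver list passed downward in line 6_3 at 5 dpi without replicate 14 (adjusted p = 0.0179), and its other calls ended without replicate 20 in line 7_2 (0.378) and without replicates 22 (0.0837) or 31 (0.0502) in RCS-M. The 6 thrombocyte genes passed as a list in none of the 9 comparisons of infected with non-infected chickens, with camera or fry, at adjusted p from 0.342 to 0.960 with camera.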

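Genes that cells need to divide rose in all lines at 10 dpi and most in line 7_2 at 21 dpi, while genes of collagen and other matrix fell. TOP2A, which untangles replicated DNA, rose in line 7_2 at 21 dpi by 0.68 (standard error 0.10, n = 4 arrays, adjusted p = 1.93e-05), RRM2, which makes DNA building blocks, by 0.73 (standard error 0.11, adjusted p = 1.4e-05) and the proliferation marker MKI67 by 0.62 (standard error 0.10, adjusted p = 7.9e-05). CENPE, a motor protein of mitosis, rose in line 6_3 at 10 dpi by 0.42, a call that ended without any 1 of its 4 arrays (0.38 to 0.49). SQLE, a rate-limiting enzyme of cholesterol synthesis, rose in line 7_2 at 21 dpi by 0.73 (standard error 0.10, adjusted p = 3.5e-06), and ME1, which supplies reducing power for fat synthesis, fell by 0.45, but not without replicates 6 (-0.43) or 18 (-0.41). ALDOC, an aldolase of glycolysis, rose by 0.67, but not without replicate 20 (0.40). COL1A2, a chain of type I collagen, fell by 0.79 (standard error 0.16, adjusted p = 0.00116). CTGF, a growth factor of connective tissue, fell in RCS-M at 10 dpi by 0.60, and by 0.44 without replicate 31, where its call ended. SPARC, a collagen-binding protein, fell in line 6_3 at 10 dpi by 0.46, a call that ended without any 1 of the 4 arrays (-0.51 to -0.42). HSP90AA1, a heat shock chaperone, fell in line 7_2 at 21 dpi by 0.94 (standard error 0.15, adjusted p = 3.79e-05), and HSPB1 fell in RCS-M at 10 dpi by 0.49 (standard error 0.08, adjusted p = 0.000145). Of 35 cell cycle genes, 15 rose in line 7_2 at 21 dpi (16 when adjusted over the list alone), 8 in RCS-M at 10 dpi (11), 6 in line 7_2 at 10 dpi (9) and 2 in line 6_3 at 10 dpi, and none fell. The list passed in these 4 comparisons with an estimated correlation (adjusted p = 9.38e-08, 4.33e-07, 0.000124 and 0.0125), the last not without replicate 35 (adjusted p = 0.0692 with the preset correlation). In line 6_3 at 21 dpi it passed with the preset correlation alone (0.174 with an estimated one), and not without replicate 16 (0.137). Matrix genes, 31 tested, fell as a list with an estimated correlation in line 7_2 at 10 and 21 dpi (adjusted p = 0.048 and 0.00403), in RCS-M at 5 and 10 dpi (0.0386 and 0.00114) and in line 6_3 at 10 dpi (0.00547). The call of RCS-M at 5 dpi ended without replicate 25 (adjusted p = 0.0675). In line 7_2 at 21 dpi 10 of them fell and none rose. Stress and immediate early genes (16 tested) fell as a list in line 7_2 at 21 dpi (5 down, 8 over the list alone, adjusted p = 0.013 with an estimated correlation) and, with the preset correlation only, in line 7_2 at 10 dpi and line 6_3 at 5 dpi (0.0572 and 0.236 with an estimated one), where the calls ended without replicate 32 (0.178) and replicate 33 (0.157). Glycolysis genes (18 tested) rose as a list in line 7_2 at 21 dpi, with adjusted p = 0.0604 with an estimated correlation and 0.0662 without replicate 20. Genes of lipid metabolism (24 tested) fell as a list in line 6_3 at 10 dpi and RCS-M at 21 dpi, and not with an estimated correlation (adjusted p = 0.171 and 0.26), nor without replicate 8 in line 6_3 (0.163) or replicates 11 (0.0806), 30 (0.0902) or 34 (0.225) in RCS-M.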

A large number of genes involved in metabolism, tissue development, gene expression and the cell cycle were changed by MDV infection in all chicken lines which indicated broad similarities in the host response to MDV infection. However, we also found some unique networks among these chicken lines, such as, cardiac arrhythmia and cardiovascular disease related networks found only in line 7_2_. On the other hand, some immune-related networks such as cell-mediated immune response and antigen presentation were only found in line 6_3 _and RCS-M but not in line 7_2_. These are the specific responses to MDV infection which may be related to the genetic basis of MD-resistance and -susceptibility.

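Genes of the contractile and conducting machinery of heart and smooth muscle fell in infected spleens of both line 7_2 and RCS-M. GJA1, the gap junction protein that couples heart muscle cells, fell in line 7_2 at 21 dpi by 0.50 (standard error 0.10, n = 4 arrays, adjusted p = 0.000634). TPM1, a tropomyosin of the contractile fiber, fell there by 0.34, but not without replicates 18 (-0.32) or 20 (-0.29). In RCS-M at 10 dpi TPM1 fell by 0.38, a call that ended without replicate 21 (-0.37), 22 (-0.32) or 24 (-0.36). MYH11, the myosin of smooth muscle, fell in RCS-M at 10 dpi by 0.37, but not without replicate 24 (-0.34). The muscle filament gene DES fell in line 7_2 at 10 dpi by 0.25, but not without replicates 7 (-0.21), 17 (-0.28) or 32 (-0.21). As a list, 26 heart and muscle genes fell in line 7_2 at 21 dpi (2 down, none up, adjusted p = 0.0203 with an estimated correlation) and in RCS-M at 10 dpi (3 down, 4 when adjusted over the list alone, adjusted p = 0.0112). At 10 dpi the list did not pass in line 7_2 (adjusted p = 0.186). In line 6_3 at 10 dpi its median was -0.024 on the arrays of the first scan day and -0.068 on those of the second, beside -0.043 in RCS-M. A fall in line 7_2 and RCS-M alone is therefore not shown. At 21 dpi the list fell more in line 7_2 than in line 6_3 and than in RCS-M with the preset correlation (adjusted p = 0.0218 and 0.0302), but not with an estimated one (adjusted p = 0.0932 and 0.0903).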

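Among genes of antigen presentation, B2M rose in RCS-M, and DMA and YFV fell in line 7_2. B2M, the small chain of class I molecules, rose in RCS-M at 10 dpi by 0.47 (standard error 0.08, n = 4 arrays, adjusted p = 0.000272). The peptide transporter TAP2 rose in RCS-M at 5 dpi by 0.68, but not without replicates 4 (0.60), 15 (0.69) or 25 (0.59). In line 7_2 TAP2 rose at 5 dpi by 0.66, but not without replicate 1 (0.48), and at 21 dpi by 0.62, but not without replicate 20 (0.52). DMA, which loads peptides on class II molecules, fell in line 7_2 at 21 dpi by 0.40 (standard error 0.08, adjusted p = 0.00093) and YFV, a class I-like gene, by 0.45 (standard error 0.07, adjusted p = 6.74e-05). CD83, a marker of mature dendritic cells, fell by 0.66, and by 0.55 without replicate 18, where its call ended. DMA fell more in line 7_2 than in line 6_3 at 21 dpi (difference -0.64, standard error 0.11, adjusted p = 0.000839). Of 13 antigen presentation genes, 2 rose and 6 fell in line 7_2 at 21 dpi (2 and 7 when adjusted over the list alone), 3 rose in RCS-M at 10 dpi and 1 in RCS-M at 5 dpi, and none passed in line 6_3. As a list they fell in line 7_2 at 21 dpi and rose in RCS-M at 5 and 10 dpi with the preset correlation alone (adjusted p = 0.125, 0.156 and 0.206 with an estimated one). These calls ended without replicate 19 in line 7_2 (adjusted p = 0.0514), replicate 25 in RCS-M at 5 dpi (0.125) and replicates 21 (0.108) or 22 (0.0624) in RCS-M at 10 dpi. Genes of cytotoxic T and NK cells (8 tested) rose as a list at 10 dpi in line 6_3 (4 up, adjusted p = 0.000758 with an estimated correlation), RCS-M (4 up, 7.45e-06) and line 7_2 (2 up, 4 over the list alone, 0.0275). At 21 dpi that list passed in line 6_3 and RCS-M with the preset correlation alone (0.174 and 0.186 with an estimated one), and not without replicate 3 (0.0823) and replicate 11 (0.0803). Of 11 genes of T cell activation and its checkpoints, 4 rose and 1 fell in RCS-M at 10 dpi, where the list passed with the preset correlation alone (0.0949 with an estimated one, 0.0664 without replicate 22), and 4 rose and 1 fell in line 7_2 at 21 dpi (adjusted p = 0.0265 with an estimated one). CD274, which encodes the ligand of PD-1, rose in RCS-M at 10 dpi by 0.50, but not without replicates 22 (0.40) or 31 (0.44).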

**Table 2:** Enriched networks at different time points of MDV infection in different chicken lines

Lines	Time points	Score	Focus Molecules	Top Functions
L6_3_	5dpi	46	29	Digestive System Development and Function, Hepatic System Development and Function, Organ Development
		36	25	Skeletal and Muscular System Development and Function, Tissue Morphology, Lipid Metabolism
		35	25	Amino Acid Metabolism, Small Molecule Biochemistry, Cellular Compromise
		28	21	Carbohydrate Metabolism, Lipid Metabolism, Small Molecule Biochemistry
		24	20	Drug Metabolism, Endocrine System Development and Function, Lipid Metabolism
	10dpi	36	25	Lipid Metabolism, Small Molecule Biochemistry, Vitamin and Mineral Metabolism
		30	21	Infection Mechanism, Visual System Development and Function, Dermatological Diseases and Conditions
		30	21	Molecular Transport, Cellular Movement, Cell Cycle
		27	22	Neurological Disease, Carbohydrate Metabolism, Lipid Metabolism
		26	19	Organismal Injury and Abnormalities, Infection Mechanism, Infectious Disease
	21dpi	39	28	Cell Morphology, Cellular Function and Maintenance, Cell Death
		34	22	Cardiovascular System Development and Function, Organismal Development, Tissue Development
		27	19	Carbohydrate Metabolism, Small Molecule Biochemistry, Cellular Assembly and Organization
		24	17	Cell-To-Cell Signaling and Interaction, Cell-mediated Immune Response, Cellular Development
		22	16	Lipid Metabolism, Small Molecule Biochemistry, Behavior

L7_2_	10dpi	29	21	Cardiac Arrythmia, Cardiovascular Disease, Genetic Disorder
		27	22	Cellular Assembly and Organization, Cellular Compromise, Free Radical Scavenging
		26	19	Cell-To-Cell Signaling and Interaction, Cellular Growth and Proliferation, Skeletal and Muscular System Development and Function
		24	18	Cell Morphology, Connective Tissue Development and Function, Skeletal and Muscular System Development and Function
		22	17	Infection Mechanism, Cardiovascular System Development and Function, Organismal Development
	21dpi	38	27	Cell Morphology, Connective Tissue Development and Function, Skeletal and Muscular System Development and Function
		32	24	Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry
		31	24	Embryonic Development, Tissue Development, Cell Cycle
		31	24	Cell Morphology, Skeletal and Muscular System Development and Function, Connective Tissue Development and Function
		23	20	Connective Tissue Disorders, Genetic Disorder, Cellular Assembly and Organization

RCS- M	5dpi	32	22	Cell Morphology, Cellular Development, Cell Death
		32	22	Cellular Assembly and Organization, Cell Morphology, Cellular Development
		30	21	Cell Morphology, Cellular Development, Skeletal and Muscular System
				Development and Function
		28	20	Amino Acid Metabolism, Small Molecule Biochemistry, Drug Metabolism
		24	18	Inflammatory Disease, Renal and Urological Disease, Amino Acid Metabolism
	10dpi	34	23	Carbohydrate Metabolism, Lipid Metabolism, Small Molecule Biochemistry
		31	21	Antigen Presentation, Cell-To-Cell Signaling and Interaction, Cellular Function and Maintenance
		29	20	Molecular Transport, Drug Metabolism, Lipid Metabolism
		21	16	Carbohydrate Metabolism, Drug Metabolism, Small Molecule Biochemistry
		20	16	Dermatological Diseases and Conditions, Genetic Disorder, Immunological Disease
	21dpi	33	23	Cell Morphology, Cellular Assembly and Organization, Cell-To-Cell Signaling and Interaction
		26	19	Connective Tissue Development and Function, Skeletal and Muscular System Development and Function, Tissue Morphology
		24	18	Carbohydrate Metabolism, Small Molecule Biochemistry, Organismal Functions
		24	23	Cell Death, Gene Expression, Cellular Function and Maintenance
		23	18	Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry

*The genes input in IPA software were obtained using P < 0.05, |LogFC|>1.5 and FDR<0.5.

### Identification of genes related with MD-resistance and -susceptibility

Utilizing the varying characteristics of these chicken lines, we attempted to identify genes associated with MD-resistance and -susceptibility from pair-wise comparisons. We make the following observations about differentially expressed genes obtained from our analysis. Genes differentially expressed after MDV infection and having similar trends in line 6_3 _and RCS-M but not in line 7_2 _are likely to be related to MD-resistance; conversely, genes showing similar trends in line 7_2 _and RCS-M but not in line 6_3 _are possibly related to MD-susceptibility (Figure 2A). Genes differentially expressed after MDV infection in all three chicken lines are likely indicators of a common host response to virus infection. Finally, genes that are differentially expressed only in one chicken line could be part of a line-specific host response to virus infection (Figure 2A).

**Figure 2:**
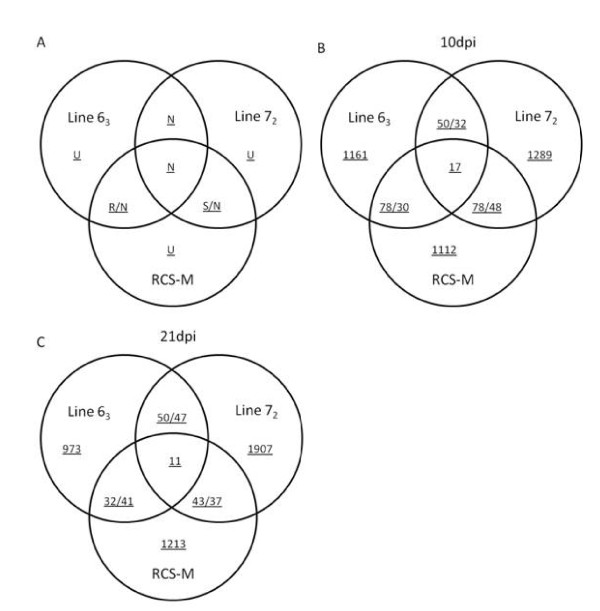
**Venn diagram of the differentially expressed genes after MDV infection in different chicken lines at three time points showing the number of genes that are related to MD-resistance and -susceptibility**. A. Schema showing the gene sets related to MD-resistance and-susceptibility. R: genes related to MD-resistance; S: genes related to MD-susceptibility; U: line specific genes; N: genes with no definition. B. 10 days post infection. C. 21 days post infection. Line 6_3_.non: non-infected control of line 6_3 _chickens; Line 63.inf: infected line 6_3 _chickens; Line 7_2_.non: non-infected control of line 7_2 _chickens; Line 72.inf: infected line 7_2 _chickens; RCS-M.non: non-infected control of RCS-M; RCS M.inf: infected RCS-M chicken.

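At 10 dpi some genes passed in RCS-M and in only 1 of line 6_3 and line 7_2. XCL1 rose by 0.94 in line 6_3, where its call ended without replicate 28 (0.87), and had a fold change of 0.19 in line 7_2. IRF1 passed in line 6_3 (0.68) and RCS-M but not in line 7_2 (0.47), and in line 6_3 not without any 1 of the 4 arrays (0.56 to 0.76). CLDN5 fell by 0.40 in line 6_3 and by 0.63 in RCS-M, with -0.11 in line 7_2, and its call in line 6_3 ended without replicate 28 (-0.37). The prion protein gene PRNP fell by 0.62 in line 6_3 and by 0.50 in RCS-M, with -0.25 in line 7_2, and in line 6_3 not without replicates 13 (-0.60), 28 (-0.58) or 35 (-0.55), in RCS-M not without 22 (-0.37) or 31 (-0.56). PDCD1 rose in line 7_2 (0.66, but not without replicate 32, at 0.52) and in RCS-M (0.55, but not without replicates 21, at 0.53, or 24, at 0.43), with 0.17 in line 6_3. SOX18, a transcription factor of blood vessels, fell by 0.56 and 0.66 in line 7_2 and RCS-M, with -0.20 in line 6_3. TNFSF13B, a survival factor of B cells, fell by 0.38 and 0.64, with -0.16 in line 6_3, and in line 7_2 not without replicates 2 (-0.38), 17 (-0.36) or 32 (-0.35). In all, 46 probes rose and 32 fell in line 6_3 and RCS-M without passing in line 7_2, and 70 rose and 93 fell in line 7_2 and RCS-M without passing in line 6_3. All 3 lines shared 40 probes up and 49 down, among them GZMA, GNLY, FAS and CDC20 up and LCAT and JUN down. At 21 dpi MMP9 alone fell in both line 6_3 and RCS-M, and 1 probe rose and 3 fell in both line 7_2 and RCS-M, none with a gene name. Without the requirement on the third line the sets of 10 dpi held 167 and 252 probes, and with plain background subtraction 9 and 54. The set of line 6_3 and RCS-M held 40, 26, 51, 5, 48 and 144 probes without replicates 8, 13, 22, 28, 31 and 32, and that of line 7_2 and RCS-M 94, 101, 106 and 66 without replicates 17, 21, 31 and 32. Passing in 1 line and not in another is no test of their difference: at 10 dpi no probe differed between line 7_2 and line 6_3 (1728 at an unadjusted p below 0.05 in limma) or between RCS-M and line 6_3 (866), and 1 without a gene name differed between line 7_2 and RCS-M (1563). At the study's criteria no probe was in either set in limma. The paper proposes that genes that responded alike in line 6_3 and RCS-M but not in line 7_2 contribute to resistance, and genes that responded alike in line 7_2 and RCS-M but not in line 6_3 to susceptibility.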

From the above intuition, we were able to narrow the list of putative genes contributing to resistance (resistant genes) to 78 and 30 and the number of genes possibly associated with susceptibility (susceptible genes) to 78 and 43 at 10dpi, 21dpi respectively (Figure 2B-D). For some of the putative resistant genes, the fold change after MDV infection in RCS-M is about half or less compared to line 6_3 _suggesting an additive effect of these genes in resistance (Additional file 4. Table S3). 

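Many of the study's resistance genes gave little signal in the spleen, so the size of their response in RCS-M relative to line 6_3 is hard to read from these arrays. CD8A, 1 of the study's resistance genes at 10 dpi, responded in RCS-M about as much as in line 6_3. Of the study's 78 probes at 10 dpi, 70 were bright enough to test, 51 of these had the study's sign in both lines, and 5 passed in both. Of its 30 probes at 21 dpi, 21 were tested, 10 of these had the study's sign in both lines, and 1, that of MMP9, passed in both. At 10 dpi 12 of the 78 probes, and at 21 dpi 1 of the 30, were well above background in at least 4 of the 8 channels of each line. Among the 55 and 15 probes with the study's sign in both lines when no filter on dim probes was applied, the ratio of the log2 fold change in RCS-M to that in line 6_3 had a median of 0.90 at 10 dpi, with 13 probes at a ratio of 0.5 or less, and of 0.55 at 21 dpi, with 5. The study chose these probes on the same arrays, so their signs are not independent evidence.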

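The susceptibility genes of the study were likewise mostly dim in the spleen. IL8, a chemokine that draws heterophils, is 1 of those that could be measured, and 1 of its 3 probes fell in both line 7_2 and RCS-M at 10 dpi. Of the study's 78 probes at 10 dpi, 70 were tested, 47 of these had the study's sign in both line 7_2 and RCS-M, and 7 passed in both. Of its 43 probes at 21 dpi, 32 were tested, 19 of these had the study's sign in both lines and none passed in both, and none was at an unadjusted p below 0.05 in both with that sign in limma. At least 4 of the 8 channels of each line were well above background for 20 of the 78 probes and for 2 of the 43. With no filter on dim probes, 52 and 23 probes had the study's sign in both lines, and the ratio of the log2 fold change in RCS-M to that in line 7_2 among them had a median of 1.15 at 10 dpi, with 11 probes at 0.5 or less, and of 0.67 at 21 dpi, with 8. These probes too were chosen by the study on the same arrays and are not independent evidence.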

We can also find several genes that show a similar behaviour in the susceptible gene lists (Additional file 4. Table S3). This is consistent with the intermediate tumor incidence rates we observed in RCS-M chickens.

Although we were able to limit the number of putative resistant and susceptible genes, it is still a difficult task to determine the most important genes. By further analysing the networks associated with these genes, we found several genes involved in a large number of biofunctions (Additional file 5. Table S4). This indicated the importance of these genes to MD resistance or susceptibility even though they may not have very high fold changes. We defined high-confidence genes as those involved in more than 5 biofunctions to obtain high-confidence gene lists important for MD-resistance or -susceptibility (Table 3). 

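Table 3 mixes genes of immune cells, such as NOS2 and CD28, with genes of matrix and signalling whose probes gave little signal in the spleen. TSPAN8, a tetraspanin of the cell surface, fell at 10 dpi in line 7_2 by 0.31 (standard error 0.09, n = 4 arrays, adjusted p = 0.0384) and in RCS-M by 0.41 (adjusted p = 0.00322), with -0.09 in line 6_3. The call in line 7_2 ended without any 1 of the 4 arrays (-0.36 to -0.29), and that in RCS-M without replicate 22 (-0.31). Its other probe (A_87_P022527) fell at 10 dpi in line 7_2 by 0.73 (standard error 0.13, adjusted p = 0.00173) and in RCS-M by 0.91 (adjusted p = 3.89e-05), with -0.44 in line 6_3 (adjusted p = 0.111), and at 21 dpi in line 7_2 by 0.97. That probe had -0.93 in line 7_2 at 10 dpi with plain background subtraction and did not pass. MMP9 had a fold change of 0.01 in line 7_2 at 21 dpi, where line 6_3 and RCS-M fell, and line 7_2 differed from line 6_3 by 0.79 (standard error 0.13, adjusted p = 0.000244). F10, named for susceptibility at 21 dpi, had -0.19 in line 7_2. PLK1, a kinase of mitosis, had 0.27 in line 7_2 at 10 dpi (adjusted p = 0.0548) and 0.12 in RCS-M. Of the 37 genes, 33 were tested, and 19 had the study's direction in both lines of their set. The genes that passed in both lines were CD8A for resistance and NOS2, IL8 and TSPAN8 for susceptibility at 10 dpi, and MMP9 for resistance at 21 dpi. CTLA4 and F10 passed in RCS-M alone. At an unadjusted p below 0.05, 7 of the 37 passed in both lines in limma. HAS3, AHNAK, IL17A and OPN4 were too dim to test. The study chose these genes on the same arrays, so the tally is not independent evidence.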

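Line 7_2 kept much of its response from 10 to 21 dpi, whereas line 6_3 changed few genes at 5 dpi and RCS-M few at 21 dpi. RGS1, which slows the migration of lymphocytes, rose in line 7_2 at 10 dpi by 0.67 (standard error 0.12, n = 4 arrays, adjusted p = 0.00122). C7orf16, a phosphatase inhibitor, fell in line 6_3 at 21 dpi by 0.81 (standard error 0.09, adjusted p = 4.6e-06) and in RCS-M at 10 dpi by 0.84 (standard error 0.09, adjusted p = 1.63e-06). EXFABP, a lipocalin that binds bacterial siderophores, rose at 21 dpi in line 6_3 by 1.04, but not without replicate 16 (0.86), and in line 7_2 by 0.90 (adjusted p = 0.00119). In line 7_2, 165 probes rose and 210 fell at both 10 and 21 dpi, and 87 rose and 67 fell at both 5 and 21 dpi. For 10 and 21 dpi, 10.1 and 12.6 would be shared if calls were independent and every probe equally likely to be called. The comparisons share a single estimate of the spread of each probe, so such expected numbers may be too low. At 5 and 10 dpi 39 probes rose and 17 fell in both. In line 6_3, 15 probes rose and 39 fell at both 10 and 21 dpi, against 0.81 and 1.53 expected, and 2 rose and 7 fell at both 5 and 10 dpi. RCS-M shared 24 probes up and 11 down between 5 and 10 dpi, and 0 up and 5 down between 10 and 21 dpi. Over all tested probes the log2 fold changes at 10 and 21 dpi correlated at 0.40 in line 6_3, 0.52 in line 7_2 and 0.24 in RCS-M, with probes that are not independent replicates. Summed over the 3 pairs of time points, so that a probe shared by all 3 counts more than once, the shared probes came to 67 in line 6_3, 585 in line 7_2 and 41 in RCS-M. The count of line 6_3 was 36, 37, 38, 32 and 14 without replicates 8, 12, 13, 16 and 28. That of line 7_2 was 326 without replicate 32, and that of RCS-M was 11, 64, 23, 23 and 7 without replicates 4, 10, 15, 22 and 25. With a separate fit of each comparison far fewer probes were shared in every line.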

The differentially expressed genes at the various time points were different indicating different mechanisms involved in the host response. 

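IL8 is a chemokine that draws heterophils to infected tissue, IL17A is a cytokine of inflammatory T cells, and IL12RB2 is a receptor chain that turns T cells toward interferon gamma. At 10 dpi 1 of 3 probes of IL8 fell in line 7_2 and RCS-M, and the study's probes of IL17A and IL12RB2 gave hardly any signal in these lines. The study's probe of IL8 fell in line 7_2 by 0.91 on the log2 scale (standard error 0.14, n = 4 arrays, adjusted p = 0.000283) and in RCS-M by 0.60 (standard error 0.14, adjusted p = 0.00941), on all 4 arrays of each line. In RCS-M the call ended without replicate 24 (-0.59) or replicate 31 (-0.45). In line 6_3 IL8 had -0.18 (adjusted p = 0.788), and the differences of line 7_2 and RCS-M from line 6_3 did not pass (-0.73, adjusted p = 0.332, and -0.42, adjusted p = 1, in limma). The other 2 did not pass, with 0.04 in line 7_2 and -0.05 in RCS-M for 1 (A_87_P009398) and 0.03 in both for the other (A_87_P008723). The study's probe also fell in line 7_2 at 21 dpi by 0.70 (adjusted p = 0.000902). At 10 dpi IL12RB2 had 0.09 in line 7_2 (adjusted p = 0.483) and 0.10 in RCS-M (adjusted p = 0.542), and was well above background in 1 infected and no non-infected spleen of each line, which leaves only a lower bound of at least 1.02-fold in each. IL17A was well above background in none of the 8 channels of either line at 10 dpi and was not tested.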

At 10 dpi several interleukin genes were present among the putative susceptible genes such as IL8, IL17A and IL12RB2. 

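NOS2 makes nitric oxide, with which activated macrophages act against the virus. At 10 dpi its transcript rose after infection in all 3 lines by similar amounts. The log2 fold change of NOS2 (A_87_P009073) was 0.35 in line 6_3 (standard error 0.08, n = 4 arrays, adjusted p = 0.0204), 0.32 in line 7_2 (adjusted p = 0.0252) and 0.43 in RCS-M (adjusted p = 0.00129). It lay above 0 on all 4 arrays of line 6_3 and of RCS-M and on 3 of the 4 arrays of line 7_2. The call in line 6_3 ended without replicate 13 (0.36), 28 (0.34) or 35 (0.33), and that in line 7_2 without replicate 7 (0.28), 17 (0.31) or 32 (0.24). No difference between lines passed at 10 dpi in limma: line 7_2 differed from line 6_3 by -0.04 (adjusted p = 0.978) and from RCS-M by -0.11 (adjusted p = 0.959). RCS-M differed from line 6_3 by 0.07 (adjusted p = 1).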

The NOS2 gene, which can catalyze the generation of NO (nitric oxide), was also found in the putative MD-susceptible gene list.

**Table 3:** Genes from MD-resistant and -susceptible gene lists enriched in more than 5 biofunctions

T.Point	R./S.	Genes	+/-	No. Bio.	P.Name	S. Name	Description
10dpi	R.	GNAQ	-	39	*002455	AJ851735	Q5F3B5 : (Q5F3B5) Hypothetical protein
	
	R.	PRKG1	-	33	*015981	BU421057	Q9Z0Z0 : (Q9Z0Z0) cGMP-dependent protein kinase 1, beta isozyme (CGK 1 beta) (cGKI-beta)
	
	R.	CD8A	+	27	*007686	CR390735	XP_420863 : gi:50747402:ref:XP_420863.1: PREDICTED: similar to CD8 alpha chain [Gallus gallus]
	
	R.	RGS4	-	27	A_87_P021537	BX950639	Gallus gallus finished cDNA, clone ChEST606e8. [BX950639]
	
	R.	RARB	-	25	A_87_P008918	X56674	Chicken mRNA for retinoic acid binding protein beta isoform. [X56674]
	
	R.	HAS3	+	12	*013355	BU278152	Q8CEB9 : (Q8CEB9) Mus musculus 10 days neonate skin cDNA, RIKEN full-length enriched library, clone:4732404L04 product:similar to DG42III
	
	R.	SPINK5	-	12	*005267	CR353088	P10184 : gi:1708509:sp:P10184:IOV7_CHICK Ovoinhibitor precursor &gt;gnl:BL_ORD_ID:146450 gi:212485:gb:AAA48994.1: ovoinhibitor
	
	R.	SULF2	-	10	A_87_P022688	BX934216	Gallus gallus finished cDNA, clone ChEST442e20. [BX934216]
	
	R.	COL14A1	-	9	A_87_P008851	X70793	G.domesticus mRNA for collagen XIV (longer splice variant). [X70793]
	
	R.	SCN4B	-	9	A_87_P021873	BX935954	Gallus gallus finished cDNA, clone ChEST430l23. [BX935954]
	
	R.	WISP1	-	9	A_87_P009711	DQ003338	Gallus gallus WNT1 inducible signaling pathway protein 1 (WISP-1) mRNA, complete cds. [DQ003338]
	
	R.	AHNAK	-	5	*004305	BX935083	NP_033773 : gi:61743961:ref:NP_033773.1: AHNAK nucleoprotein isoform 1 [Mus musculus]
	
	R.	P4HA2	-	5	A_87_P007103	TC198023	Q8BU53 (Q8BU53) Mus musculus 2 days pregnant adult female oviduct cDNA, RIKEN full-length enriched library, clone:E230038K10 product:procollagen-proline, 2-oxoglutarate 4-dioxygenase (proline 4-hydroxylase), alpha II polypeptide, full insert sequence, p
	
	S.	NOS2	+	64	A_87_P009073	U46504	Chicken macrophage nitric oxide synthase mRNA. [U46504]
	
	S.	IL8	-	58	*010230	Y14971	O73912 : (O73912) K60 protein precursor (CXC chemokine K60)
	
	S.	IL17A	+	53	A_87_P035017	AY920750	Gallus gallus interleukin 17 mRNA, complete cds. [AY920750]
	
	S.	CTLA4	+	47	*019882	DN853042	XP_421960 : gi:50750341:ref:XP_421960.1: PREDICTED: similar to costimulatory molecule B7 receptor CD152 [Gallus gallus]
	
	S.	IL12RB2	+	23	*000640	AJ621939	Q5GR16 : (Q5GR16) Interleukin 12 receptor beta 2 (Fragment)
	
	S.	PLK1	+	20	*001748	AJ720598	Q5ZJ36 : (Q5ZJ36) Hypothetical protein
	
	S.	ROR1	-	13	*000634	AJ620298	Q705C2 : (Q705C2) Tyrosine kinase orphan receptor 1
	
	S.	LECT2	-	11	*009802	M29449	O88803 : (O88803) Leukocyte cell-derived chemotaxin 2 precursor (Chondromodulin II) (ChM-II)
	
	S.	ABCA8	-	6	*016305	BU440826	XP_415691 : gi:50757881:ref:XP_415691.1: PREDICTED: similar to ATP-binding cassette, sub-family A, member 10; ATP-binding cassette A10 [Gallus gallus]
	
	S.	TSPAN8	-	6	*004228	BX934864	XP_416096 : gi:50728338:ref:XP_416096.1: PREDICTED: similar to Tm4sf3 protein [Gallus gallus]
	
	S.	COL5A2	-	6	A_87_P001489	TC224310	Q86XF6 (Q86XF6) COL5A2 protein, partial (5%) [TC224310]
	
	R.	MMP9	-	63	A_87_P037769	AF222690	Gallus gallus 75 kDa gelatinase mRNA, complete cds. [AF222690]

21dpi	R.	SFTPA1	+	38	*000489	AF411083	Q90XB2 : (Q90XB2) Surfactant protein A precursor
	
	R.	FBXW4	-	6	*015952	BU419266	Q9JMJ2 : (Q9JMJ2) F-box/WD-repeat protein 4 (F-box and WD-40 domain protein 4) (Hagoromo protein)
	
	R.	CPN1	-	5	*006641	CR387490	Q9EQV8 : (Q9EQV8) Carboxypeptidase N, polypeptide 1, 50kD
	
	S.	CD28	+	50	*010136	X67915	P31043 : (P31043) T-cell-specific surface glycoprotein CD28 homolog precursor (CHT28)
	
	S.	CHRM4	-	37	A_87_P009241	NM_001031191	Gallus gallus cholinergic receptor, muscarinic 4 (CHRM4), mRNA [NM_001031191]
	
	S.	F10	-	29	*009605	D00844	P25155 : (P25155) Coagulation factor × precursor (Stuart factor) (Virus activating protease) (VAP)
	
	S.	WNT7A	-	27	A_87_P038155	AB045629	Gallus gallus mRNA for Wnt-7a, complete cds. [AB045629]
	
	S.	FMN2	+	12	A_87_P005690	TC203559	AF218942 formin 2-like protein {Homo sapiens;}, partial (28%) [TC203559]
	
	S.	ATF6	-	8	A_87_P023703	BX931991	Gallus gallus finished cDNA, clone ChEST222o13. [BX931991]
	
	S.	GLO1	-	6	*004233	BX934880	XP_419481 : gi:50740506:ref:XP_419481.1: PREDICTED: similar to glyoxylase 1; glyoxalase 1 [Gallus gallus]
	
	S.	OPN4	-	5	*002725	AY882944	XP_421494 : gi:50749124:ref:XP_421494.1: PREDICTED: similar to Opsin 4 (Melanopsin) [Gallus gallus]
	
	S.	ITGBL1	-	5	*016603	BU449144	Q4VBJ0 : (Q4VBJ0) Integrin, beta-like 1

T.Point: time point; No. Bio.: number of biofunctions involved; P.Name: Probe Name; S.Name: Systematic Name; R.: resistant genes; S.: susceptible genes; +: up-regulated; -:down-regulated.

### Validation of the microarray results by real-time quantitative PCR

To validate the microarray results, we designed primers for some high-confidence genes such as *CD8α*, *CTLA4, IL8 *and *USP18 *and some other genes chosen at random, such as *CD8β*, *GHR*, *TNFRSF6B *and *MMP2*. Since a reference gene with stable expression is essential to avoid distortions in qPCR, the two genes *GAPDH *and *ACTB *are commonly used as internal reference for doing qPCR of MDV infected samples [24,27]. In our validation, we first used both genes as internal references to see if there were any distortions and found no differences (Additional file 6. Figure S2). Therefore, *GAPDH *was chosen as the internal reference. We also designed primers that span introns to further avoid the influence of DNA contamination. As shown in Additional file 2. Figure S1, we were able to validate most of the genes that are differentially expressed. Also, comparable expression profiles were observed for most of the validated genes in the microarray and qPCR (Table 4) which further suggested that the gene expression profiles from the microarray are reliable.

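The genes measured by qPCR include a matrix protease, a decoy receptor of cell death, receptors of T cells and a growth hormone receptor. MMP2, the protease, fell in line 7_2 at 21 dpi by 1.47 on the log2 scale (standard error 0.18, n = 4 arrays, adjusted p = 4.82e-07) and in RCS-M at 10 dpi by 0.71 (standard error 0.18, adjusted p = 0.0163). The second of these calls ended without replicate 21 (-0.71), 22 (-0.66) or 31 (-0.68). MMP2 fell more in line 7_2 than in line 6_3 at 21 dpi (difference -1.44, standard error 0.25, adjusted p = 0.000518). TNFRSF6B, the decoy receptor, rose in line 7_2 at 21 dpi by 0.45 (standard error 0.10, adjusted p = 0.00197), but not without replicate 20 (0.29). The probe of GHR, the growth hormone receptor, passed in no comparison in limma and had an unadjusted p below 0.05 in 1, line 7_2 at 5 dpi (-0.11). Across the 8 genes, 3 lines and 3 time points, the array fold change here and the paper's qPCR value lay in the same direction in 60 of 72 cases. Of the 38 cases that the paper prints in bold, 34 lay in the same direction. All 17 array changes that passed here had the direction of the qPCR value, 11 of them in bold. By gene, the direction was the same in 9 of 9 cases for CTLA4, 8 for CD8A, TNFRSF6B and USP18, 7 for CD8B, GHR and MMP2, and 6 for IL8.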

**Table 4:** Validation of microarray results by quantitative PCR

Genes	Probe Name in Micro-array	Time points	Gene expression fold change after MDV infection in each lines (Inf./Non.)					
			
			line 6_3_		line 7_2_		RCS-M	
			
			Micro- array	Q-PCR	Micro- array	Q-PCR	Micro-Array	Q-PCR
		5dpi	1.02	***1.45***	2.85	***4.07***	1.41	1.29
*CTLA-4*	*019882	10dpi	2.31	***3.37***	***3.29***	***13.68***	***3.56***	***7.02***
		21dpi	0.62	***2.05***	***3.07***	2.03	1.27	1.44

		5dpi	1.46	1.05	1.41	1.19	1.52	0.85
*CD8α*	*007686	10dpi	***2.92***	***2.33***	1.51	1.35	***3.90***	2.80
		21dpi	1.08	***3.13***	***0.35***	***0.05***	1.24	2.01

		5dpi	1.17	1.14	1.07	0.97	1.14	0.78
*CD8β*	A_87_P008699	10dpi	***1.87***	***2.86***	1.03	2.05	***1.86***	2.30
		21dpi	1.42	***3.31***	***0.32***	***0.04***	1.10	***2.03***

		5dpi	1.24	***3.37***	4.09	4.13	1.43	1.68
*USP18*	*005670	10dpi	2.07	2.15	***4.87***	***5.55***	2.53	0.58
		21dpi	0.98	11.89	***3.28***	4.54	***2.73***	***5.99***

		5dpi	1.00	2.85	5.67	***9.36***	1.12	***4.17***
*TNFRSF6B*	*003404	10dpi	***5.03***	***9.47***	***5.52***	***11.46***	2.75	2.35
		21dpi	1.54	***5.27***	***4.28***	***9.14***	1.00	***6.85***

		5dpi	1.00	0.64	0.60	***0.28***	***0.62***	***0.29***
*MMP2*	A_87_P009159	10dpi	0.78	0.89	***0.63***	0.93	***0.54***	0.62
		21dpi	0.88	1.10	***0.22***	***0.02***	0.82	1.16

		5dpi	1.00	0.72	1.04	***0.18***	1.71	0.91
*IL8*	*010230	10dpi	***8.28***	0.66	***3.01***	***0.19***	***4.25***	***0.10***
		21dpi	18.51	2.22	***0.46***	***0.02***	0.81	***2.59***

		5dpi	1.00	***3.14***	1.00	***0.45***	1.85	0.81
*GHR*	A_87_P009190	10dpi	***8.57***	***1.25***	0.24	***1.82***	1.00	***0.53***
		21dpi	1.54	***1.56***	0.40	0.59	1.00	***2.76***

The numbers here represent the fold change of gene expression after MDV infection. The numbers equal to 1.00 means the expression level doesn't change after MDV infection. The numbers > 1.00 means the expression level is increased after MDV infection while numbers < 1.00 indicate that the expression level is reduced after MDV infection. The numbers in bold and italic are statistically significant (P < 0.05).

## Discussion

There have been several studies looking at gene expression changes related to disease in general [28-30] and MD in particular [24,27,31-34], although results tend to vary a lot. MD is a complex disease with the disease phenotype in susceptible individuals depending on the location and frequency of tumors. Any single gene with differential expression cannot fully explain the phenomenon of host resistance or susceptibility. Therefore, we tried to use a genome-wide approach to build on the current understanding of Marek's disease pathogenesis and immune response to MDV. 

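The responses of RCS-M at 10 dpi and of line 7_2 at 21 dpi were broad and held both immune and dividing-cell genes. ASPM, a protein of the mitotic spindle, rose in RCS-M at 10 dpi by 0.77 (standard error 0.12, n = 4 arrays, adjusted p = 7.96e-05), with 0.38 and 0.09 on its other probes. PLOD2, which modifies collagen, fell there by 0.74 on 1 probe and stood at -0.04 on its other. In line 7_2 at 21 dpi SNX3, a protein of endosome sorting, fell by 1.13 (standard error 0.10, adjusted p = 1.97e-09), and HJURP, which loads the histone of centromeres, rose by 0.88, but not without replicate 20 (0.37). At FDR < 0.2, 2779 probes passed in line 7_2 at 21 dpi, against 1315 at 5 dpi and 1901 at 10 dpi. In RCS-M 1388 passed at 10 dpi, against 671 at 5 dpi and 29 at 21 dpi. In line 6_3 the numbers were 82, 969 and 1719 at 5, 10 and 21 dpi. With plain background subtraction they were 4, 122 and 1117 in line 6_3, 911, 1123 and 1942 in line 7_2, and 451, 755 and 0 in RCS-M.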

Upon close examination of the transcriptional responses, dramatically increased numbers of significant genes were observed at 10dpi in RCS-M and at 21dpi in line 7_2 _at lower FDR levels (FDR < 0.2) which indicated a strongly enhanced transcriptional response. At a more relaxed FDR level (FDR < 0.5), we find comparable numbers of differentially expressed genes at 5, 10 and 21dpi in line 6_3 _and RCS-M. Line 7_2 _has similar numbers of significant genes at 10dpi but there is a definite increase in the transcriptional response at 21dpi with close to twice as many differentially expressed genes. However, even at this level, we do not find any significantly expressed genes at 5dpi in line 7_2 _(FDR<0.5), indicating a much muted transcriptional response (Table 1).

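When more false calls were allowed, more probes passed in line 6_3 at 21 dpi than at 5 or 10 dpi, and few in RCS-M at 21 dpi. BRINP1, a regulator of the cell cycle in neurons, fell in line 6_3 at 21 dpi by 0.68 (standard error 0.11, n = 4 arrays, adjusted p = 0.000474), with OLFML3, a matrix glycoprotein of blood vessels (-0.56), and the transcription factor TCF15 (-0.45) beside it. At FDR < 0.5 alone, 336, 2683 and 5734 probes passed in line 6_3 at 5, 10 and 21 dpi, and 3228, 2782 and 130 in RCS-M. In line 7_2 5050 passed at 10 dpi and 5483 at 21 dpi. With plain background subtraction the numbers were 12, 811 and 4838 in line 6_3, 3020, 1748 and 0 in RCS-M, and 3894 and 4528 in line 7_2 at 10 and 21 dpi. The order in line 6_3 is not firm, since at an adjusted p below 0.05 it had 85, 452 and 4 probes with Aquantile between arrays and 161, 1029 and 60 with array weights, where RCS-M had 283 at 21 dpi.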

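In the spleen of line 7_2 at 5 dpi single genes of cytokine signalling, cholesterol synthesis and translation changed. LITAF, a factor that drives TNF expression, rose by 0.59, but not without replicates 1 (0.62), 5 (0.49) or 26 (0.43). LSS, an enzyme of cholesterol synthesis, rose by 0.38, but not without replicates 1 (0.34) or 5 (0.34). RPS16, a ribosomal protein gene, fell by 0.65 (standard error 0.12, n = 4 arrays, adjusted p = 0.00289). At FDR < 0.5 alone 4596 probes passed, of which 3054 had an unadjusted p below 0.05. With plain background subtraction 3802 passed. On the 2 arrays of the first scan day alone, 90 probes rose and 63 fell, and on the 2 arrays of the other day none passed in limma, with 1920 at an unadjusted p below 0.05. Over all tested probes the log2 fold changes of both days correlated at 0.31.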

Over the years, several attempts have been made to identify the gene profiles that change as a result of MDV infection. For example, using microarray analysis, studies have identified some genes related to MDV infection by using different chicken lines and MDV strains [24,31-34]. When chicken embryo fibroblasts were infected with MDV, genes related to inflammation, cell-growth and differentiation and antigen presentation, such as *MIP*, *IL-13R*, *MHC I *and *MHC II *were induced both at 2dpi and 4dpi [33]. In contrast, in spleen tissue, several other genes were found to be affected at an early stage, including *TLR-15*, *IL-6 *and *Mx1*[31]. In chickens with major histocompatibility complex (MHC)-associated MD resistance, the immunoglobulin genes *IgG *and *IgM *were differentially expressed after MDV infection at 7dpi and 14dpi[24], whereas in lines 6 and 7 from ADOL, that carry the same MHC haplotype (B^2^) but differ in their response to MDV infection[35], various alloantigens like Ly-4 [16] and Bu-1 [17] were differentially expressed. Linkage and association studies as well as integrated analyses using genetic mapping and microarrays have revealed some genes that may be responsible for MD progression or resistance, such as *GH*, *IFNγ *and *SULT *[27]. However, it is difficult to find a consensus amongst these studies due to variation in experimental parameters such as, virus strain or *in vitro *derived samples. By using a genome-wide approach and three chicken lines with varying resistance to MD, we were able to generate a comprehensive list of candidate genes that can be used for studying MD-resistance and susceptibility. 

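MX1 blocks the transport of viral particles in the cell, and USP18 is a protease that damps interferon signalling. Both are switched on by interferon, and both rose after infection in line 7_2. USP18 rose in line 7_2 at 5 dpi by 0.84 on the log2 scale (standard error 0.15, n = 4 arrays, adjusted p = 0.00271), at 10 dpi by 0.59 (adjusted p = 0.0286) and at 21 dpi by 1.08 (adjusted p = 8.06e-06). The call at 5 dpi ended without replicate 1 (0.67), and the call at 10 dpi without replicate 2 (0.63), 17 (0.60) or 32 (0.41). In RCS-M the fold change of USP18 was 0.56 at 5 dpi (adjusted p = 0.095), and in line 6_3 it lay between 0.08 and 0.23. At 21 dpi USP18 rose more in line 7_2 than in line 6_3 (difference 0.90, standard error 0.22, adjusted p = 0.0162), but not without replicate 12 (0.84), 18 (0.80) or 20 (0.81). MX1 (A_87_P038111) rose in line 7_2 at 5 dpi by 0.41 (standard error 0.10, adjusted p = 0.0206) and at 21 dpi by 0.33 (adjusted p = 0.0285). The call of MX1 ended without replicate 1 (0.30), 5 (0.39) or 26 (0.42) at 5 dpi, and without replicate 18 (0.21) or 20 (0.31) at 21 dpi. It was well above background in 2 of 4 infected and no non-infected spleens of line 7_2 at both times, so these rises are bounded only from below, at least 1.17-fold and 1.21-fold. MX1 passed in neither line 6_3 nor RCS-M, with fold changes from -0.01 to 0.21.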

Besides finding some genes that were reported in previous studies, such as *Mx1*, we also found several genes that have not been reported before in this context, such as *CD8α, IL8, USP18*, and *CTLA4*. *CD8α*, present in the putative resistant gene list at 10dpi, codes a surface glycoprotein expressed on a subpopulation of cytotoxic T lymphocytes (CTLs) [36], which binds to the α3 domain or membrane-proximal domain of most of the known HLA class I molecules to enhance CTL activation [37-41]. It has been shown that *CD8α *was up-regulated by MDV infection at the early cytolytic stage (4dpi and 7dpi), whereas *IgM *and *CD3 *were down-regulated [34]. These are similar to our microarray results, the slight difference being possibly due to the differences in virus strains and genetic background of the chickens. 

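CD3 is the complex that every T cell carries beside its receptor, and immunoglobulins are the product of B cells. At 5 dpi neither CD3E nor CD3D changed in any line. CD3E (A_87_P008751) had log2 fold changes of 0.07, -0.12 and -0.12 in line 6_3, line 7_2 and RCS-M at 5 dpi (n = 4 arrays each). A probe of CD3D (A_87_P009328) stood at 0.02, -0.16 and -0.16. At 10 dpi CD3E had 0.13, 0.25 (adjusted p = 0.065) and 0.18, and CD3D had 0.37 (n = 2 arrays), 0.23 (n = 3) and 0.33 (n = 3), none of which passed. CD247, the signalling chain of the T cell receptor, did rise at 10 dpi in RCS-M, and in line 6_3, where its call depended on single arrays. At 21 dpi CD3E had -0.12, 0.22 (adjusted p = 0.091) and 0.10. For B cells, JCHAIN, which joins IgM into polymers, fell in line 7_2 at 21 dpi by 0.27 (adjusted p = 0.0447), a call that ended without any 1 of the 4 arrays (-0.29 to -0.24). POU2AF1, a coactivator of immunoglobulin genes, rose there by 0.37 (adjusted p = 0.0258), but not without replicate 6 (0.38), 18 (0.28) or 20 (0.36). As a list, 9 genes of B cells and immunoglobulin had a median of -0.19 in line 7_2 at 21 dpi, which passed with the preset correlation alone (adjusted p = 0.0615 with an estimated one). That call also ended without replicate 6 (adjusted p = 0.0600) or replicate 20 (adjusted p = 0.0928). In the other 8 comparisons of infected with non-infected chickens the B cell list did not pass, with adjusted p from 0.137 to 0.953.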

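CD8A and CD8B pair as a coreceptor on cytotoxic T cells, which binds class I molecules and enhances the activation of these cells. At 10 dpi both rose in line 6_3 and RCS-M, and at 21 dpi both fell in line 7_2. The log2 fold change of CD8A (the probe of Table 4) at 10 dpi was 1.07 in line 6_3 (standard error 0.15, n = 4 arrays, adjusted p = 0.000189) and 1.23 in RCS-M (standard error 0.15, adjusted p = 4.35e-06). In line 7_2 at 10 dpi it was 0.52 (standard error 0.15, adjusted p = 0.0586), up on 2 of the 4 arrays. CD8B (A_87_P008699) rose by 0.82 in line 6_3 (standard error 0.15, adjusted p = 0.00392) and by 0.83 in RCS-M (adjusted p = 0.000488), and had 0.08 in line 7_2 (adjusted p = 0.895). In line 6_3 its call ended without replicate 28 (0.77). The lines were not shown to differ at 10 dpi: between line 7_2 and line 6_3 the difference was -0.55 for CD8A (adjusted p = 0.583) and -0.74 for CD8B (adjusted p = 0.366). Between line 7_2 and RCS-M it was -0.71 (adjusted p = 0.433) and -0.76 (adjusted p = 0.365). At 21 dpi CD8A fell in line 7_2 by 1.28 (standard error 0.15, adjusted p = 4.44e-07) and CD8B by 1.45 (standard error 0.15, adjusted p = 2.94e-08), each on all 4 arrays. The fall of CD8A in line 7_2 differed from line 6_3 (-1.37, standard error 0.22, adjusted p = 0.000174) and from RCS-M (-1.40, standard error 0.22, adjusted p = 0.000174). For CD8B these differences were -1.87 (standard error 0.21, adjusted p = 1.26e-06) and -1.68 (standard error 0.21, adjusted p = 1.42e-05). A second probe of CD8A (A_87_P008742) did not move, with 0.06 in line 7_2 at 21 dpi and 0.07 and 0.02 in line 6_3 and RCS-M at 10 dpi.

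**Figure D2:**
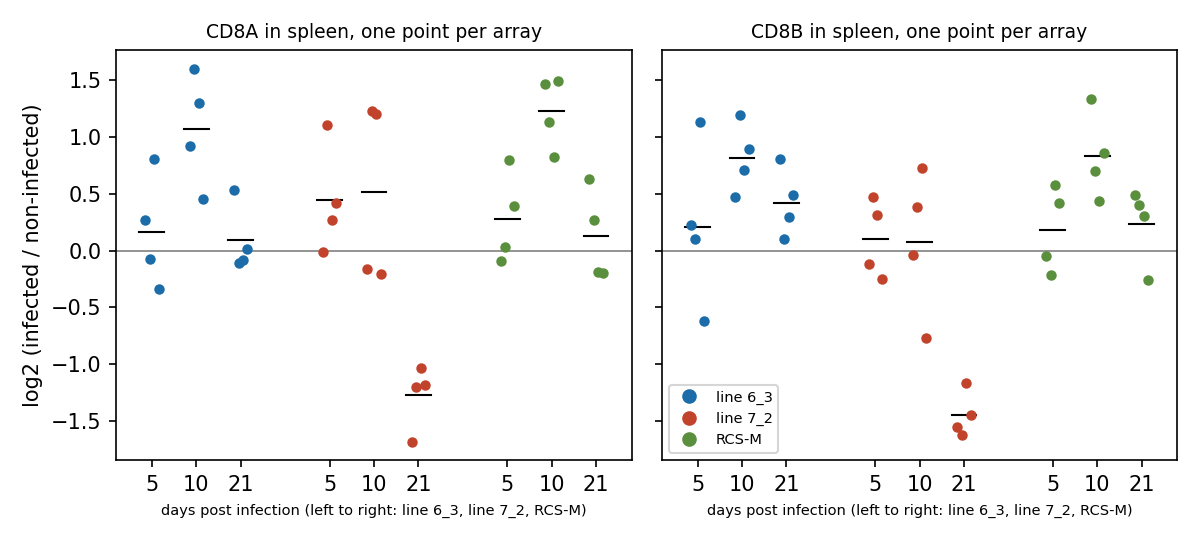
Log2 fold change (infected over non-infected) of CD8A and CD8B on each array of the 3 lines at 5, 10 and 21 dpi, 1 point per array with a bar at the mean. The 4 arrays of line 7_2 at 21 dpi lie lowest for both genes.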

The *CD8α *gene was significantly up-regulated at 10dpi in the MD-resistant chicken line (line 6_3_) and RCS-M, but down-regulated in the MD-susceptible chicken line (line 7_2_). In chickens vaccinated against MDV an increase of CD8α cells was found after MDV infection compared to unvaccinated chickens [32]. The vaccinated birds were phenotypically similar to line 6_3 _and hence, this result is consistent with our finding. The above evidence, taken all together, leads us to speculate that *CD8α *plays an important role in MD resistance. The induction of *CD8α *gene may result from an increase of the CD8^+ ^T cells that eliminate MDV infected cells in the resistant chickens. However, this scenario needs further validation.

In contrast, CTL-associated antigen-4 (*CTLA-4*), present in our putative susceptible gene list at 10dpi, is a member of the immunoglobulin superfamily expressed on the surface of an activated T cell [42]. It has been reported that the knockout of *CTLA-4 *resulted in a lymphoproliferative disorder and death in mice, which indicated a very important role of CTLA-4 in negative regulation of T cell activation [43]. The blockade of the CTLA-4 pathway results in a rejection of tumor [44,45], indicating that a lower *CTLA-4 *expression may be important for antitumor response. Therefore, in humans, a current strategy of immunotherapy focuses on the blockade of the *CTLA-4 *pathway [46,47]. A higher expression of *CTLA-4 *was detected at lymphoma lesions in MD-susceptible chickens at 21dpi, although no significant difference was found in the whole tissue [48]. 

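CTLA-4 is a brake on T cells that they display after activation. Its transcript rose in RCS-M at 10 dpi and in line 7_2 at 21 dpi. The log2 fold change of CTLA4 at 10 dpi was 0.12 in line 6_3 (adjusted p = 0.89), 0.39 in line 7_2 (adjusted p = 0.12) and 0.67 in RCS-M (standard error 0.13, n = 4 arrays, adjusted p = 0.00214). At 21 dpi it was 0.62 in line 7_2 (standard error 0.13, adjusted p = 0.00185) and 0.08 in both line 6_3 and RCS-M. The call in line 7_2 ended without replicate 20 (0.49). No difference between lines passed in limma at 10 dpi, where RCS-M exceeded line 6_3 by 0.54 (adjusted p = 1), line 7_2 exceeded line 6_3 by 0.27 (adjusted p = 0.824) and line 7_2 stood below RCS-M by a difference of -0.27 (adjusted p = 0.878). At 21 dpi line 7_2 exceeded line 6_3 and RCS-M by 0.54 each, with adjusted p = 0.134 and 0.176.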

Importantly, a similar result existed in our data: the fold change of *CTLA-4 *at 10dpi after MDV infection is much less in line 6_3 _than in line 7_2 _and RCS-M (Table 4), indicating a lower level of *CTLA-4 *involved in antitumor immune response.

In addition to the above genes, some networks and biofunctions were also observed to be different between MD-resistant and susceptible chickens. It is interesting to note that most of the differentially expressed genes were not enriched in biofunctions of immune related diseases, but with other diseases or metabolism. This is consistent with the fact that apart from the generation of tumors, MD-susceptible chickens also exhibit weight loss, paralysis and other symptoms. However, some immune response-related biofunctions were enriched only in line 6_3 _and RCS-M chickens. It was thought for a long time that tumor cells have no antigen and this enables them to escape the host immune system. 

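Whether immune genes responded differently between the lines was tested directly on their infection effects. At 21 dpi CYBB responded lower in line 7_2 than in line 6_3 (difference -0.72, standard error 0.14, n = 8 arrays, adjusted p = 0.00205 from limma) and than in RCS-M (-0.91, standard error 0.14, adjusted p = 0.000191). BLB1, a class II chain, responded lower than in line 6_3 by a difference of -0.39, but not without replicate 18 (-0.33). CPM, a macrophage carboxypeptidase, responded lower than in line 6_3 (-0.93, standard error 0.15, adjusted p = 0.000254). Lists of immune genes differed at 21 dpi with the preset correlation alone. Antigen presentation genes responded lower in line 7_2 than in line 6_3 (median -0.17, adjusted p = 0.0063, 0.0932 with an estimated correlation) and than in RCS-M (median -0.21, adjusted p = 0.0187, 0.123 with an estimated one). Cytotoxic genes responded lower in line 7_2 too (adjusted p = 0.0138 and 0.0406, 0.142 and 0.162 with an estimated correlation). That list holds CD8A and CD8B, with differences of -1.37 and -1.87 from line 6_3 and -1.40 and -1.68 from RCS-M. Its other 6 genes had a median log2 fold change of 0.14 in line 7_2 at 21 dpi, and the list was not tested without CD8A and CD8B. Interferon genes responded higher in line 7_2 than in line 6_3 and RCS-M (adjusted p = 0.0063 and 8.24e-05, 0.234 and 0.0903 with an estimated correlation). At 10 dpi T cell markers responded higher in RCS-M than in line 6_3 with the preset correlation (adjusted p = 0.0177, 0.225 with an estimated one). At 5 dpi antigen presentation and macrophage genes responded higher in RCS-M than in line 6_3 with the preset correlation (adjusted p = 0.000569 and 0.00783), and both had adjusted p = 0.0639 with an estimated one.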

While the finding of the melanoma antigen in the late 1980's shed light on the role of immune system to fight against tumors [49], the tumor cells are known to also have immunosuppressive agents that help them evade detection and killing by the immune system [50,51]. The networks related to immune response found in line 6_3 _chickens, suggests that in these chickens the immune system is activated to counteract the development of tumor. In contrast, the transformed cells in susceptible chickens are able to escape the natural resistance of the immune system to generate tumors, although at present it is still unclear if this is due to a larger initial damage to the immune system [52] or the immunosuppression induced by MDV in line 7_2 _chickens. NOS2 is an enzyme that catalyzes the generation of NO [53] which in turn increases the virulence of MDV by immunosuppression [54]. However, it has also been shown that NO has inhibitory effects on MDV replication [55] and NO production in MDV-infected susceptible chickens (MHC, B^13^B^13^) is the lowest in comparison to MD-infected resistant birds (MHC, B^19^B^19^) [55,56]. Interestingly, we found that the *NOS2 *gene was up-regulated in susceptible chicken lines. Therefore, it remains to be seen whether the up-regulation of *NOS2 *in line 7_2 _could induce immunosuppression and increase the risk of tumor generation in MD-susceptible chickens. 

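Outside 10 dpi, NOS2 rose in line 7_2 at 21 dpi alone. Nitric oxide from this enzyme also restrains T cells. The log2 fold change of NOS2 at 21 dpi was 0.52 in line 7_2 (standard error 0.08, n = 4 arrays, adjusted p = 3.38e-05), 0.03 in line 6_3 and 0.10 in RCS-M. The rise in line 7_2 exceeded that in line 6_3 by 0.49 (standard error 0.12, adjusted p = 0.0127) and that in RCS-M by 0.42 (standard error 0.12, adjusted p = 0.0440). The first of these calls ended without replicate 6 (0.44), 16 (0.43) or 18 (0.46). The second ended without replicates 6 (0.37), 11 (0.43), 18 (0.40), 20 (0.42), 27 (0.41), 30 (0.42) or 34 (0.43). At 5 dpi NOS2 passed in no line in limma, with 0.21 in line 6_3 (adjusted p = 0.66), 0.27 in line 7_2 (adjusted p = 0.091) and 0.24 in RCS-M (adjusted p = 0.22), although all 4 arrays of each line lay above 0.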

The above results indicate that different immune response in resistant and susceptible chickens lead to the vastly different responses to MDV infection.

To minimize transcriptional variations and take full advantage of a similar genetic background in the inbred lines, we paired birds by line and dpi, respectively, and tested the difference between infected and non-infected individuals. This procedure not only led us to identify the genes most likely related to MD resistance and susceptibility, but also revealed a common broad influence of MDV infection on the hosts. By using IPA to analyze differentially expressed gene sets, we found focused pathways enriched in metabolism, tissue development, gene expression and cell cycle along with other immune-related pathways preferentially enriched in resistant chickens. These results suggested possible mechanisms and specific genes related to MD-resistance or -susceptibility. We hypothesized that there are four possible causes behind MD-resistance: some genes activated in resistant chickens can (i) cause loss of the MDV receptor, (ii) help to clear infected cells, (iii) affect the viral life cycle or (iv) prevent transformation of infected cells. Our observations and previous research have showed that the virus load in both resistant and susceptible chickens was similar at early stages of infection [18,57], suggesting the presence of receptors for MDV in both resistant and susceptible chickens. Thus, the latter three of the aforementioned possibilities are more likely to be the main reasons for MD-resistance although it is not easy to say which of these play a big role in non-MHC associated resistance.

## Conclusions

Using a comprehensive genome-wide study of gene expression in chicken lines with varying resistance to MD, we were able to identify pathways and genes that may be involved in MD-resistance and susceptibility. Phenotypic similarities between the chicken lines enabled us to narrow the list of putative genes to 108 genes associated with MD-resistance and 121 genes associated with susceptibility. Combining network analysis with differential gene expression analysis helped uncover high-confidence genes such as *CD8α*, *IL8*, *USP18*, and *CTLA-4 *and several immune-related biofunctions with potentially important consequences to MDV infection. Our findings add to the current understanding of the mechanism behind resistance and susceptibility to MD while expanding the scope of future studies with a comprehensive list of putative genes. Our approach also underlines the importance of comprehensive functional studies to gain valuable biological insight into the genetic factors behind complex disease.

## Methods

### Sample Collection for Microarray

Three inbred lines of White Leghorn (line 6_3_, line 7_2 _and RCS-M) were divided into two treatment groups each containing 60 chickens. One group from each line was infected with a partially attenuated very virulent strain (vv^+^) of MDV-648A passage 40 [1], at day 5 after hatch, intra-abdominally at a viral dosage of 500 plaque-forming units (PFU) per chick. The other group was not infected. The viral-challenge experiment was conducted in the BL-2 facility at ADOL. Four chickens from each group were euthanized at 5dpi (cytolytic infection period), 10dpi (latency period) and 21dpi (reactivation period), respectively. Spleen samples were collected and stored in RNAlater solution (Qiagen, Valencia, CA, USA) at -20°C until RNA extraction. All the experimental chickens were managed and euthanized following ADOL's Guidelines for Animal Care and Use (revised April, 2005) and the Guide for the Care and Use of Laboratory Animals published by Institute for Laboratory Animal Research (ILAR Guide) in 1996 (http://www.nap.edu/openbook.php?record_id=5140).

### RNA Extraction

Approximately 30~50mg spleen tissues were homogenized in TRizol Reagent (Invitrogen, Frederick, MD, USA), and total RNA extraction was performed according to the manufacturer's instructions (Invitrogen, Frederick, MD, USA). Total RNA was purified using the RNAeasy mini column (Qiagen, Valencia, CA, USA) and contaminant DNA was digested by DNase I (Qiagen, Valencia, CA, USA). RNA concentration was assessed using Nanodrop ND-1000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA) and RNA quality determined by 2100 Bioanalyzer (Agilent, Foster City, CA, USA).

### Microarray Experiment Design, Hybridization and Analysis

Custom Agilent 4 × 44K chicken microarrays were used in this study. The 4 × 44K chicken arrays were designed based on the whole chicken genome sequence and consist of 42,034 probes [58]. Four biological replicates of each group were carried out at each time point. RNA was labelled using the Agilent Quick-Amp labelling kit (Agilent Technologies, Santa Clara, CA, USA). In two of the four replicates of each experimental group, the infected samples were labelled with Cy3 and the uninfected two were labelled with Cy5. A total of 825 ng of Cy3 and Cy5 labelled cDNAs were then hybridized to the 4 × 44K Agilent chicken arrays. Following stringency washes, slides were scanned on an Agilent G2505B microarray scanner and the resulting image files analyzed with Agilent Feature Extraction software (version 9.5.1). All procedures were carried out according to the manufacturer's protocols. After the microarray analysis was performed in three chicken lines at three time points, we first tested for the presence of outliers (JMP Genomics, Version 9). Parallel plots and PCA revealed the presence of outliers in our datasets, which were subsequently removed. A parallel plot subsequently indicated that the log_2 _intensities had similar distributions across all remaining arrays (Additional file 7. Figure S3). After the initial quality assessment step we performed linear modelling using the limma package in R to find differentially expressed genes. Dye bias was removed by normalizing within array using loess normalization [59] and normalization between arrays was carried out using quantile normalization [60]. The p-values were corrected for multiple comparisons using the Benjamini-Hochberg FDR calculation procedure [26]. We compared age-matched individuals from the same line before and after infection with MDV at three time points of disease progression. All the array data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Yu *et al*., 2010) and are accessible through GEO Series accession number GSE24017 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE24017).

### Data Mining and Network Analysis

The expressed sequence tags (ESTs) specific to microarray probes were mapped to proteins or protein homologs with GenBank names, Swissprot, pfam or RefSeq accession numbers using the BioMart data mining system via Sigenae (Details found on http://www.sigenae.org). Proteins with the identity of 40% or more were considered to be homologs [61]. In case of multiple proteins mapping to a probe, proteins with the highest identity were used to create a unique mapping. The resultant list was then analyzed using IPA to detect the enrichment of biofunctions and networks. Core analysis was performed in IPA using significantly expressed genes from the statistical analysis based on the Ingenuity Knowledge Base with the reference set "Genes + Endogenous Chemicals".

### Quantitative Real-time RT-PCR

RNA samples for quantitative real-time PCR were used for first strand cDNA synthesis using 1 *μg *of total RNA by SuperScript™ II Reverse Transcriptase (Invitrogen, Frederick, MD, USA) with oligo (dT)_12-18 _primers (Invitrogen, Frederick, MD, USA). Samples were then analyzed with real time RT-PCR using an iCycler iQ PCR system (Bio-Rad, Hercules, CA, USA). The real time RT-PCR reactions were performed in a final volume of 20 *μ*l with the QuantiTect SYBR Green PCR Kit (Qiagen, Valencia, CA, USA) according to the manufacturer's instructions. Each group has 4 biological replicates with 3 replicates for one reaction and each reaction was repeated twice. The mRNA expression was normalized against the housekeeping gene *GAPDH *(glyceraldehyde-3-phosphate dehydrogenase). The primers for all the genes analyzed are in Additional file 8. Table S5. All steps of our Q-PCR validation, which include RNA extraction, cDNA synthesis, reference gene selection, Q-PCR procedures, and data analysis were performed according to the *Minimum Information for Publication of Quantitative PCR Experiments *(MIQE) guidelines [62]

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

YY extracted RNA, performed array hybridization and partial data analysis. JL performed the pathway analysis, experimental confirmation of microarray results and wrote the paper. AM analyzed the microarray data and wrote the paper. FT extracted RNA. HMZ collected samples and revised the paper. PY did data mining before IPA analysis. JZS designed the experiments and revised the paper. All authors read and approved the final version of this manuscript.

## Supplementary Material

Additional file 1 **Table S1. Number of genes differentially expressed after MDV infection including MDV genes**. This table contains the number of genes that are differentially expressed after MDV infection which including all the genes that were shown in the microarray like MDV genes. Genes with differential expression were termed with p < 0.05, LogFC>1.5 and FDR < 0.5. +: up-regulated after MDV infection; -: down-regulated after MDV infection. Click here for file

Additional file 2 **Figure S1. Validation of microarray data by Q-PCR**. This figure showing the Q-PCR validation result of the genes that shown significant different expression after MDV infection in three time points (5dpi, 10dpi, and 21dpi). Line 6_3_.non: non-infected control of line 6_3 _chickens; Line 63.inf: infected line 6_3 _chickens; Line 7_2_.non: non-infected control of line 7_2 _chickens; Line 72.inf: infected line 7_2 _chickens; non: non-infected control of chicken; inf: infected RCS-M chicken. n = 4 for each line. *P < 0.05, **P < 0.01. Click here for file

Additional file 3 **Table S2. Homologs of chicken ESTs from BioMart**. This table includes the homologs that were converted from the chicken ESTs on the microarray. The data mining was down on BioMark (details see http://www.sigenae.org). Click here for file

Additional file 4 **Table S3. Possible MD-resistant and susceptible gene lists at 10dpi and 21dpi**. This table showed the possible candidates for MD-resistance and susceptibility at 10dpi and 21dpi. The gene lists were chosen by the following criteria: Genes differentially expressed after MDV infection and having similar trends in line 63 and RCS-M but not in line 72 are likely to be related to MD-resistance; conversely, genes showing similar trends in line 72 and RCS-M but not in line 63 are possibly related to MD-susceptibility. Click here for file

Additional file 5 **Table S4. Biofunction enrichment of the MD-resistant and susceptible genes at 10dpi and 21dpi**. The genes that are listed as possible MD-resistant and -susceptible genes were used to do the IPA analysis. This table showed the biofunctions that were enriched by these genes at 10dpi and 21dpi. Click here for file

Additional file 6 **Figure S2. Stability test of the internal reference**. *ACTB *gene was added to normalize the gene expression when doing the Q-PCR experiment to monitor the stability of the Q-PCR result when using *GAPDH *as the internal control. A similar ratio shown in both normalization method indicated a stabilized system of the Q-PCR. Click here for file

Additional file 7 **Figure S3. A parallel plot of kernel densities shows similar distribution of log2 intensities in all arrays after normalization**. Click here for file

Additional file 8 **Table S5. Primers for validation of microarray results by quantitative PCR**. Click here for file

# Supplementary material for: Temporal transcriptome changes induced by MDV in marek's disease-resistant and -susceptible inbred chickens
**Source:** BMC Genomics. 2011 Oct 12;12:501. doi: 10.1186/1471-2164-12-501
**Supplement:** Additional file 4 — Table S3. Possible MD-resistant and susceptible gene lists at 10dpi and 21dpi. This table showed the possible candidates for MD-resistance and susceptibility at 10dpi and 21dpi. The gene lists were chosen by the following criteria: Genes differentially expressed after MDV infection and having similar trends in line 63 and RCS-M but not in line 72 are likely to be related to MD-resistance; conversely, genes showing similar trends in line 72 and RCS-M but not in line 63 are possibly related to MD-susceptibility.

Additional file 1. Table S1 Number of genes differentially expressed after MDV infection including MDV genes

|  | **line 6_3_** | | **line 7_2_** | | **RCS-M** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **+** | **-** | **+** | **-** | **+** | **-** |
| **5dpi** | 779 | 652 | 0 | 0 | 724 | 683 |
| **10dpi** | 711 | 661 | 834 | 693 | 796 | 572 |
| **21dpi** | 574 | 588 | 1035 | 1090 | 570 | 817 |

## Genes with differential expression were termed with p<0.05, ǀLogFCǀ>1.5 and FDR < 0.5. +: up-regulated after MDV infection; -: down-regulated after MDV infection.

# Supplementary material for: Temporal transcriptome changes induced by MDV in marek's disease-resistant and -susceptible inbred chickens
**Source:** BMC Genomics. 2011 Oct 12;12:501. doi: 10.1186/1471-2164-12-501
**Supplement:** Additional file 8 — Table S5. Primers for validation of microarray results by quantitative PCR.

Additional file 8. Table S5 Primers for validation of microarray results by quantitative PCR

| **Genes** | **ProbeName in Microarray** | **GeneBank Accession Number** | **Primers** | ***Sequence*** |
| --- | --- | --- | --- | --- |
| *USP18* | *005670 | XM_416398 | F  R | *5’- GTGGAGCTCAACATCTGCAA-3’*  *5’- CACTTCTTTTGTGGGGGAAA-3’* |
| *TNFRSF6B* | *003404 | XM_417434 | F  R | *5’- GTGCCTCTACTGCAACGTCA-3’*  *5’- ACTGACACGCTCTGTTGTGG-3’* |
| *CTLA-4* | *019882 | NM_001040091 | F  R | *5’- TCAAACAGACAGGCGACAAG-3’*  *5’- GGGCTAACATGGCACTGAAT-3’* |
| *MMP2* | A_87_P009159 | NM_204420 | F  R | *5’- GCTTTCTGCTTAGGCATTGG-3’*  *5’- GCATTGGCATTTCATGTTTG-3’* |
| *CD8α* | *007686 | NM_205235 | F  R | *5’-TTGGACGGGACCTTACAGAC-3’*  *5’-TCAGCCTGCAGGAGTGTAAA-3’* |
| *CD8β* | A_87_P008699 | NM_205247 | F  R | *5’-CTCCTACAGGCTGCACATCA-3’*  *5’-AGAGGCAAAACATCGACCAC-3’* |
| *GHR* | A_87_P009190 | NM_001001293 | F  R | *5’-CTTCAGTGCAAGCGACACAT-3’*  *5’-GGCCATGACTCTCTGCTTTC-3’* |
| *IL8* | *010230 | NM_205498 | F  R | *5’-TGGAGCTGTCCTGGCCCTCC-3’*  *5’ GCCGCTTGGCGTCAGCTTC -3’* |
| *ACTB* |  | NM_205518 | F  R | *5’-TGCGCATAAAACAAGACGAG-3’*  *5’-GACTGCTGCTGACACCTTCA-3’* |
| *GAPDH* |  | NM_204305 | F  R | *5’-GAGGGTAGTGAAGGCTGCTG-3’*  *5’-ACCAGGAAACAAGCTTGACG-3’* |

How the deposited data were processed for this re-analysis (not part of the article)

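Spleen RNA was measured in infected and non-infected chickens of line 6_3, line 7_2 and RCS-M at 5, 10 and 21 dpi. Each of 36 custom Agilent chicken arrays held 1 infected and 1 non-infected chicken of the same line and time point, which gives 72 channels, with 4 arrays for each of 9 combinations. The infected chicken carried Cy5 on 2 arrays of each combination and Cy3 on the other 2. Each array had 43451 spots, of which 42034 were probes and the others controls, and no probe was spotted more than once. The arrays lay on 9 slides of 4 and were scanned on 2 days, 16 arrays on the first and 20 on the second.

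The authors deposited the scanner's output per array, in which Agilent Feature Extraction 9.5.1 gives the mean intensity and the median local background intensity of each spot in both dyes, with no normalization between dyes or arrays. The same deposited output holds a processed signal, per the file headers an intensity after background subtraction, spatial detrending and a lowess balance of the dyes, with small substitute values for spots at background. Feature Extraction also gives a log10 ratio of red over green per spot, which the authors deposited again, with the sign turned to infected over non-infected, as a value table. That deposited log10 table is not normalized between arrays. It was checked against the scanner's log10 ratio on every array, with correlations from 0.999999 to 1. Sample conditions were taken from the deposited sample descriptions.

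The main values start from the mean intensities. Background was removed with limma's normexp method and an offset of 50, since the paper's text names loess and quantile normalization but no background correction. Dyes were balanced within each array by loess, with control spots given no weight, and all channels were then brought to one distribution by quantile normalization. A probe was kept when Feature Extraction called it well above background in at least 4 of the 72 channels, which left 23560 probes. One linear model with 9 combinations of line and time point and a dye term was fitted to the log2 ratios with limma's lmFit and eBayes, and p values were adjusted by the Benjamini-Hochberg method over the kept probes. All tests were two-sided. A probe passed at an adjusted p below 0.05, and counts at the paper's criteria (P < 0.05, FDR < 0.5 and |LogFC|>1.5) stand beside these. Differences between lines in the response to infection were contrasts of the same fit. Levels between lines were compared on the mean log2 signal of both channels of an array, with time point in the fit. Separation of the lines was tested over all probes by permutational analysis of variance with 1e+05 permutations within time points.

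The analysis used R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15. Gene names came from the array's annotation and from an NCBI gene table of 25635 chicken genes, used for names only. In all, 7781 probes have a chicken gene name (6918 names), 134 probes read the virus, and 34119 have no name. The annotation of the array gives genome build galGal2, and no coordinates are printed.

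Written before the data were examined were 19 lists of genes: interferon response, T cell markers, cytotoxic T and NK cells, T cell activation and checkpoints, B cells and immunoglobulin, macrophages and inflammation, heterophils, thrombocytes, erythroid cells, antigen presentation, cell cycle, extracellular matrix and stroma, heart and muscle, liver and plasma proteins, pancreas, lipid metabolism, glycolysis, stress and immediate early genes, and reference genes. Each gene was read by its brightest probe. In the list of T cell markers an alias given with CD3D led to a probe of CD247, which was read for both genes. Lists were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. Their p values were adjusted over the 19 lists within each comparison, not across comparisons. The 9 comparisons of infected with non-infected chickens held 171 such tests. Genes were named by a rule fixed before the data were examined. It takes every gene or probe that the study's text, Table 3, Table 4 or Table S5 names, and members of the lists as examples. It also takes, per comparison, up to 12 probes up and 12 down of largest change among those that passed, moved the same way on all 4 arrays where infected and non-infected chickens are compared, were well above background in at least 4 of the 8 channels, and had a gene name, with 1 probe per gene. The study's tables had been read when that rule was written.

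Between 10.3% and 58.3% of probes per channel were well above background. After plain subtraction between 0.861% and 42.5% of the probes of an array lay at or below 0 in either dye. The median signal over background per channel was 1.03 to 1.37. Feature Extraction marked 0.0167% to 0.740% of spots as unreliable. The procedure was tested on simulated data of 23560 probes with 200 changed, 50 for each size of change. Over the 9 simulated comparisons, 40% to 58% of probes changed by 0.25 on the log2 scale were recovered, 90% to 98% of those changed by 0.5, 98% to 100% at 1 and 100% at 2, with 3 to 18 false calls. With no change simulated, 0 probes were called. The simulated noise was independent between probes, and each probe had the same spread on all arrays. The real arrays differed in spread, with limma's array weights from 0.31 to 2.73, so these shares may not hold for the real data.

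The 27 alternatives fixed before the data were examined change 1 choice at a time unless named together. For background and input they were plain subtraction, the processed signals and the deposited value table. For normalization they were Aquantile and no step between arrays. The filter was dropped or raised to 36 channels (10314 probes). The dye term was left out or fitted per slide, and slide was taken as a random block or, for levels, as a factor. The arrays of each comparison were fitted separately, array weights were used, limma's defaults were combined, and each array was left out in turn. Levels were also fitted on non-infected channels alone and without each time point, and probes were scaled in the principal component analysis. Gene lists were tested with an estimated correlation, with fry and with the mean of a gene's probes. After the data were seen, 8 alternatives were added, which leave out slide 1, treat scan days separately or combine subtraction with no filter and no dye term.

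Other groupings of the arrays were counted for each comparison: 8 patterns of sign for the 4 ratios of infected over non-infected, 35 splits for differences between lines, and 100 drawn splits for levels. No array was left out of the main values. The paper states that outliers were removed and does not identify them, so all 36 arrays were used. Pathway networks were not rebuilt, because the software and its knowledge base were not available. The qPCR values were compared as the paper prints them, and raw qPCR data were not used here.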

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

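The tests of other groupings of the arrays, of cell types, of slides and of scan days were chosen only after the results were seen, and the test of sequence variants before. Single arrays lay far from the other 3 of their comparison in 5 of 54 groups of 4 by Dixon's test, and chance gives about 5 percent of groups. Among them, P4HA2, which helps to fold collagen, had -0.74 on the array of replicate 3 of line 6_3 at 21 dpi, and -0.18, -0.17 and -0.16 on the others. Its mean of -0.32 (adjusted p = 0.0221) did not pass without replicates 3 (-0.19), 12 (-0.34) or 16 (-0.34). NOS2 had -0.0922 in replicate 2 of line 7_2 at 10 dpi, against 0.41 to 0.49 on the others, and did not pass without replicates 7 (0.28), 17 (0.31) or 32 (0.24). TSPAN8 had -0.18 in replicate 7 of line 7_2 at 10 dpi, against -0.37, -0.36 and -0.34, and without any 1 of the 4 arrays (-0.36 to -0.29) it did not pass. MMP9 had -0.33 in replicate 22 of RCS-M at 10 dpi, against -0.60, -0.58 and -0.58, and passed without each array. In line 6_3 at 21 dpi, 11.7% of probes of the non-infected channel of replicate 3 were well above background, against 22.0% to 23.8% of the others.

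The response of line 7_2 to infection differed from those of the other lines most at 21 dpi, when the virus reactivates and tumors begin. Line 7_2 differed from line 6_3 on 668 probes at 21 dpi (343 without replicate 18), and the highest of the other 34 splits of the 8 arrays gave 160. From RCS-M it differed on 497 probes (261, 304, 324 and 275 without replicates 18, 27, 30 and 34), with 32 in the highest other split. Both real splits ranked first, which argues against chance. A first rank is the most that 35 splits can show, and 9 differences were tested without correction, so chance is not excluded. At 5 dpi line 7_2 differed from line 6_3 on 63 probes (15, 4, 5, 20, 118 and 97 without replicates 1, 5, 9, 14, 29 and 36), and 1 other split gave 85, so chance is not excluded. RCS-M differed from line 6_3 at 5 dpi on 2 probes without a gene name, A_87_P003080 (difference 0.70, standard error 0.12, adjusted p = 0.0132) and A_87_P021957 (0.96, standard error 0.15, adjusted p = 0.00449), looked up after the values were seen. Other splits gave up to 17 there, so chance is not excluded, and the count was 0, 10, 1, 9 and 1 without replicates 9, 10, 14, 33 and 36. Line 7_2 differed from RCS-M at 10 dpi on 1 unnamed probe (0.67, standard error 0.11, adjusted p = 0.0387), also looked up afterwards and lost without any 1 of the 8 arrays, with 1 in the highest other split. Elsewhere 0 probes differed in limma, which 35 of 35 splits reach: at 5 dpi between line 7_2 and RCS-M (highest other 21), at 10 dpi between line 6_3 and line 7_2 (1) or RCS-M (0), and at 21 dpi between RCS-M and line 6_3 (2). At an unadjusted p below 0.05 these 4 comparisons had 1879, 1728, 866 and 2103 probes. With 1 array left out the first had 1 without replicates 26 or 29, the second 1 without replicates 2 or 7, the third 1 without replicate 8, and the fourth 2, 51 and 1 without replicates 11, 23 and 34.

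Among the genes of the study, 8 differed between line 7_2 and line 6_3 at 21 dpi by the difference of their log2 fold changes: CD8B (-1.87), MMP2 (-1.44), CD8A (-1.37), TSPAN8 (-0.44), NOS2 (0.49), TNFRSF6B (0.60), MMP9 (0.79) and USP18 (0.90). Of these calls, that of TNFRSF6B ended without replicates 3 (0.50) or 20 (0.44), that of NOS2 without replicates 6 (0.44), 16 (0.43) or 18 (0.46), and that of USP18 without replicates 12 (0.84), 18 (0.80) or 20 (0.81). Against RCS-M, line 7_2 differed at 21 dpi in CD8B (-1.68), CD8A (-1.40), MMP2 (-1.04), NOS2 (0.42), MMP9 (0.64), USP18 (0.84) and F10 (1.02). The call of MMP2 ended without replicates 18 (-0.87), 19 (-0.86) or 27 (-0.98), and that of F10 without replicates 18 (0.98), 27 (0.92) or 30 (0.79), and F10 was 0.26 with plain subtraction, 0.46 with the processed signals and 0.23 with the deposited ratios, and passed with none of them. USP18 did not pass without replicates 18 (0.74), 20 (0.75), 27 (0.78), 30 (0.85) or 34 (0.73), nor NOS2 without replicates 6 (0.37), 11 (0.43), 18 (0.40), 20 (0.42), 27 (0.41), 30 (0.42) or 34 (0.43).

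As lists with an estimated correlation, 35 cell cycle genes responded higher in line 7_2 at 21 dpi than in line 6_3 (26 of 35 above 0, median difference 0.09, adjusted p = 0.0158) and than in RCS-M (29 of 35, median 0.13, adjusted p = 8.65e-06). Over the preset correlation, fry and the mean of all probes, the adjusted p values lay between 0.000861 and 0.00431 against line 6_3 and between 1.42e-08 and 0.000199 against RCS-M. Matrix genes, 31 tested, responded lower in line 7_2 than in RCS-M (8 above 0, median -0.10, adjusted p = 0.0219, and 0.000337 to 0.0368 with the others). Erythroid genes, 14 tested, responded lower in RCS-M than in line 6_3 at 21 dpi (1 above 0, median -0.15, adjusted p = 0.0393), but with fry the adjusted p was 0.935 (0.00161 to 0.935 over the alternatives).

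Levels differed on 2514 probes between line 7_2 and line 6_3, 1399 between line 7_2 and RCS-M and 60 between RCS-M and line 6_3. The highest of the other 99 splits gave 2494, 3 and 6199, and 0, 0 and 3 of them reached the real count. Chance is therefore argued against for line 7_2 against RCS-M, though the 100 drawn splits, with no correction over the comparisons, cannot exclude it. For line 7_2 against line 6_3 no other split reached the real count, but the highest came close to it. For RCS-M against line 6_3 chance is not excluded. In the split with 2494, 1 of 12 arrays of a group came from the first scan day, so it nearly follows the scan days, and with scan day as a factor 4399 probes differed between line 7_2 and line 6_3. The split with 6199, many times the real count, points to a structure of the samples: 9 of the 12 arrays of a group came from the first scan day, which holds 11 of these 24 arrays, so it largely follows the scan days too, and with scan day as a factor 77 probes differed between RCS-M and line 6_3. Without the arrays of 5 dpi the first count was 1584, without 10 dpi the counts were 1241, 714 and 32, and without 21 dpi 2197, 779 and 98. Among the genes that differed in level were IGLL1 (3.48), CD8A (2.49), GBP (1.93) and OGFR (-2.66) in line 7_2 against line 6_3, and GBP (1.93) in RCS-M against line 6_3.

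Probes of MDV rose in line 7_2 at 21 dpi (16, and 11 without replicate 18) and in RCS-M at 5 dpi (8, and 0, 0 and 4 without replicates 4, 15 and 25, where 18 had an unadjusted p below 0.05 in limma with all 4 arrays). GZMA, which cytotoxic lymphocytes use to kill, rose in line 6_3 at 10 and 21 dpi by 2.03 and 1.65, in line 7_2 at 5, 10 and 21 dpi by 1.59, 2.25 and 2.14, and in RCS-M at 10 dpi by 3.16. Its calls ended in line 6_3 at 10 dpi without replicate 28 (1.84) and at 21 dpi without replicates 3 (1.74), 12 (1.77), 16 (1.67) or 23 (1.44), and in line 7_2 at 5 dpi without replicates 1 (1.58), 5 (1.55) or 26 (1.15).

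Counts of changed probes after infection were compared with the other 7 patterns of sign of the 4 ratios, which are too few for a share under 0.05. The real count and the highest other were 31 and 13, 299 and 1, and 377 and 19 in line 6_3 at 5, 10 and 21 dpi. Line 7_2 had 356 and 134, 646 and 11, and 1650 and 80, and RCS-M had 134 and 7, 747 and 1, and 9 and 1. With 1 array left out the counts of line 6_3 moved to 12 and 5 at 5 dpi (without replicates 9 and 33), to 157, 113, 17 and 169 at 10 dpi (8, 13, 28 and 35) and to 227, 148, 96 and 695 at 21 dpi (3, 12, 16 and 23). Those of line 7_2 moved to 104, 115 and 540 at 5 dpi (1, 5 and 29), to 351 and 318 at 10 dpi (2 and 32) and to 990 at 21 dpi (18). For RCS-M they were 14, 225, 40 and 28 at 5 dpi (4, 10, 15 and 25), 418, 489 and 397 at 10 dpi (22, 24 and 31), and 2 at 21 dpi without replicates 11, 27 or 30.

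CD8A and CD8B fell in line 7_2 at 21 dpi by 1.28 and 1.45 on the log2 scale. A loss of T cells of every kind is argued against by the 11 probes of the other T cell markers, of which 4 rose and none fell, with a median of 0.22. A probe of CD247 stands for CD3D too among them, so CD3D itself is not covered. Slides and scan days are argued against as well, since CD8A had -1.68 on the array of scan day 1, -1.14 on the 3 arrays of scan day 2 and -1.20 with a dye term per slide. A loss of cytotoxic cells of every kind stays open, because the other 6 cytotoxic genes had a median of 0.14 with 1 of them, GZMA, up. A change within the T cells after infection, such as fewer CD8 cells beside more dividing cells of other kinds, may be a biological explanation and was not tested.

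The difference in level of line 7_2 was weighed next. Slides are argued against as its whole cause, since 48.7% of the 2514 probes, 1224, kept their call with slide as a factor, and scan days since all 2514 (100%) kept it with scan day as a factor. That test replaced an earlier one, sign on both days (2506 of 2514), which used the arrays that chose the probes. A sequence variant of a line under single probes stays open. Of 5 other probes of the genes with the largest differences, 3 (60%) had the same sign, and 2 of these passed in limma, those of F10 and HBE, both lower in line 7_2. The genes higher in line 7_2 were not matched by their other probe. CD8A had -0.12 on it where the first had 2.49, ORC4 had 0.06 beside 2.49 and PDCD6 had -0.11 beside 1.48. More T cells in the spleens of line 7_2 is a candidate explanation for part of it, with 9 of 14 T cell markers higher and a median of 0.47 (adjusted p = 0.00216 with an estimated correlation, 2.70e-08 with the preset one). With non-infected channels alone, 1809 of the 2514 probes kept their call.

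The 356 changed probes of line 7_2 at 5 dpi depended on single arrays. Without slide 1, which holds replicate 1, 98 passed, and without replicates 1, 5, 26 and 29 the counts were 104, 115, 422 and 540, so an effect of slide 1 could not be told apart from that of other arrays. Scan days stay open too: 99.7% of the 356 probes had the same sign on both days, but they were chosen on the arrays of both, and on the second day alone none passed in limma (1920 at an unadjusted p below 0.05). An early response to the virus may be a biological explanation, and the design gives no second set of chickens to test it.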

How the results depend on the processing

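Tests chosen only after the data were seen were those without slide 1, with the scan days apart or as a term, and with subtraction, no filter and no dye term combined, and the other alternatives were set before the data were examined. Counts are printed where at least 1 of a group of counts moved by over 1.5 times, in the order line 6_3, line 7_2 and RCS-M, each at 5, 10 and 21 dpi. The main counts in that order were 31, 299, 377, 356, 646, 1650, 134, 747 and 9 changed probes and 0, 1, 1, 1, 1, 7, 1, 1 and 0 at the study's criteria. Differences between lines run from line 7_2 minus line 6_3 and RCS-M minus line 6_3 to line 7_2 minus RCS-M, each group at 5, then 10, then 21 dpi, and were 63, 2, 0, 0, 0, 1, 668, 0 and 497. The shared sets are those of line 6_3 with RCS-M and of line 7_2 with RCS-M, at 10 and then 21 dpi, with 78, 163, 1 and 4 probes, and 0, 0, 0 and 0 at the study's criteria. Probes shared between time points, summed over the 3 pairs, numbered 67, 585 and 41, MDV calls 24, list tests passed 57 of 171, and Table S3 probes with the study's sign 51, 47, 10 and 19 (resistance then susceptibility, at 10 and then 21 dpi). For every count that moved, the cause was not tested.

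Under plain background subtraction, 3, 19, 142, 134, 174, 915, 26, 307 and 0 probes changed (883 at an unadjusted p below 0.05 in limma where 0). The study's criteria were met by 0, 217, 1288, 1006, 922, 892, 1127, 509 and 0. Differences between lines numbered 1, 0, 4, 1, 0, 1, 264, 4 and 124 (746 to 1412 at an unadjusted p below 0.05 in limma where 0). The shared sets held 9, 54, 0 and 0 probes and 11, 26, 0 and 0 at the study's criteria. Time points shared 4, 117 and 1 probes and 7 MDV calls passed. Differences in level numbered 1443, 43 and 880. Of 971 values of named genes, 614 kept direction and side of the threshold, 354 lost a call and 2 gained one. With Agilent's processed signals, 10, 146, 207, 440, 576, 1883, 98, 729 and 0 probes changed (1086 at an unadjusted p below 0.05 in limma where 0). Those at the study's criteria numbered 3, 12, 93, 34, 75, 281, 40, 53 and 1. Between lines, 19, 2, 0, 0, 0, 0, 718, 0 and 475 probes differed (919 to 2206 at an unadjusted p below 0.05 in limma where 0). In the shared sets were 40, 180, 0 and 0 probes and 1, 12, 0 and 0 at the study's criteria. Between time points 24, 540 and 24 probes were shared. The study's sign was found on 60, 61, 16 and 25 Table S3 probes. Named genes kept direction and side in 747 of 971 values, lost a call in 212 and gained one in 12. With the authors' deposited log10 ratios, 27, 166, 139, 457, 663, 2451, 145, 1082 and 1 probes changed. Counts at the study's criteria were 20, 14, 16, 14, 34, 308, 24, 72 and 3. Shared sets held 38, 250, 0 and 0 probes and 3, 13, 0 and 0 at the study's criteria. Shared between time points were 28, 696 and 50 probes and 42 MDV calls passed. A call was lost in 156 and gained in 24 of 971 values of named genes, and 790 kept direction and side.

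With Aquantile, and likewise with no step between arrays, 85, 452, 4, 241, 424, 1914, 44, 1021 and 23 probes changed. The study's criteria were met by 0, 1, 0, 0, 1, 16, 1, 1 and 0. Lines differed on 102, 0, 0, 0, 1, 2, 558, 0 and 801 probes (1148 to 1646 at an unadjusted p below 0.05 in limma where 0). The shared sets held 146, 137, 0 and 6 probes. Time points shared 21, 442 and 24 probes. Among named genes 855 of 971 values kept direction and side, 108 lost and 8 gained a call. With no filter on dim probes, 20, 217, 392, 290, 570, 1491, 107, 610 and 6 probes changed. The lines differed in response on 40, 2, 0, 0, 0, 0, 578, 0 and 400 probes (1345 to 3351 at an unadjusted p below 0.05 in limma where 0). In the shared sets were 57, 132, 1 and 1 probes. Of 971 values of named genes, 898 kept direction and side of the threshold, 73 lost a call and 0 gained one. With probes well above background in at least 36 channels, 36, 456, 365, 437, 792, 1772, 135, 918 and 10 probes changed. Differences between lines numbered 131, 11, 0, 8, 1, 1, 803, 0 and 631 (810 to 1208 at an unadjusted p below 0.05 in limma where 0). Shared sets held 123, 207, 1 and 5 probes. Between time points 101, 772 and 69 probes were shared and 3 MDV calls passed. Table S3 probes with the study's sign numbered 6, 20, 1 and 2. Named genes kept direction and side in 682 of 697 values, lost a call in 0 and gained one in 15.

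Without a dye term, 12, 105, 168, 144, 338, 1247, 58, 488 and 4 probes changed. Between lines, 9, 0, 0, 0, 0, 1, 385, 0 and 275 probes differed (624 to 1666 at an unadjusted p below 0.05 in limma where 0). The shared sets held 35, 99, 1 and 0 probes. Shared between time points were 29, 294 and 18 probes. A call was lost in 192 and gained in 0 of 971 values of named genes, and 779 kept direction and side. With a dye term per slide, 31, 45, 313, 178, 364, 1706, 108, 841 and 17 probes changed. Those at the study's criteria numbered 0, 0, 1, 1, 1, 8, 1, 2 and 1. Lines differed on 28, 0, 2, 0, 5, 1, 654, 1 and 642 probes (1310 to 1317 at an unadjusted p below 0.05 in limma where 0). In the shared sets were 21, 183, 1 and 6 probes and 0, 1, 0 and 0 at the study's criteria. Time points shared 20, 360 and 61 probes. Among named genes 823 of 971 values kept direction and side, 145 lost and 3 gained a call. With slide as a random block, the lines differed in response on 75, 4, 0, 0, 2, 1, 724, 0 and 534 probes (1694 to 2064 at an unadjusted p below 0.05 in limma where 0). Of 971 values of named genes, 970 kept direction and side of the threshold, 1 lost a call and 0 gained one.

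With a separate fit of each comparison, 0, 8, 6, 0, 3, 1045, 1, 872 and 0 probes changed (764 to 1326 at an unadjusted p below 0.05 in limma where 0). Counts at the study's criteria were 0, 1, 1, 0, 1, 7, 1, 1 and 0. Differences between lines numbered 0, 0, 0, 0, 0, 1, 237, 0 and 243 (739 to 1482 at an unadjusted p below 0.05 in limma where 0). Shared sets held 6, 2, 0 and 0 probes. Between time points 2, 2 and 1 probes were shared and 7 MDV calls passed. Named genes kept direction and side in 640 of 971 values, lost a call in 329 and gained one in 2. Under limma's defaults together, 0 probes changed and 0 differed between lines in limma, with 1394 to 2862 and 1676 to 2521 at an unadjusted p below 0.05. None met the study's criteria, entered a shared set, was shared between time points or was an MDV call, and 34 list tests passed. The study's sign was found on 50, 49, 18 and 23 Table S3 probes. All 552 calls of named genes were lost. With array weights, 161, 1029, 60, 125, 578, 2031, 19, 1502 and 283 probes changed. The study's criteria were met by 0, 1, 1, 1, 1, 11, 1, 1 and 1. Between lines, 32, 5, 0, 24, 8, 5, 498, 0 and 1126 probes differed (1201 to 2128 at an unadjusted p below 0.05 in limma where 0). The shared sets held 303, 153, 2 and 53 probes. Shared between time points were 87, 493 and 79 probes. A call was lost in 79 and gained in 22 of 971 values of named genes, and 870 kept direction and side.

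With subtraction, no filter and no dye term combined, 0, 0, 60, 7, 13, 318, 7, 72 and 1 probes changed (1284 to 2163 at an unadjusted p below 0.05 in limma where 0). Those at the study's criteria numbered 6, 64, 2256, 1381, 1375, 958, 932, 474 and 14. Lines differed on 0, 0, 5, 1, 0, 2, 60, 8 and 21 probes (1376 to 2107 at an unadjusted p below 0.05 in limma where 0). In the shared sets were 0, 3, 0 and 0 probes and 3, 19, 1 and 0 at the study's criteria. Time points shared 0, 9 and 0 probes and 1 MDV call passed. Table S3 probes with the study's sign numbered 50, 49, 18 and 23. Among named genes 475 of 971 values kept direction and side, 496 lost and 0 gained a call. Without slide 1, 29, 376, 395, 98, 395, 1941, 17, 875 and 6 probes changed. The lines differed in response on 3, 3, 0, 1, 1, 0, 624, 0 and 624 probes (1469 to 2562 at an unadjusted p below 0.05 in limma where 0). Shared sets held 125, 116, 1 and 2 probes. Between time points 63, 346 and 9 probes were shared. Of 971 values of named genes, 858 kept direction and side of the threshold, 110 lost a call and 3 gained one. With a dye term per scan day, differences between lines numbered 92, 2, 0, 0, 2, 1, 768, 11 and 640 (1870 to 2050 at an unadjusted p below 0.05 in limma where 0). The shared sets held 108, 178, 1 and 2 probes. Shared between time points were 109, 672 and 55 probes. Named genes kept direction and side in 954 of 971 values, lost a call in 9 and gained one in 8. On the arrays of scan day 1 alone, 4, 14, 105, 153, 17 and 14 probes changed in line 6_3 5 dpi, line 6_3 10 dpi, line 6_3 21 dpi, line 7_2 5 dpi, line 7_2 10 dpi and RCS-M 5 dpi. Counts at the study's criteria were 2, 1, 0, 3, 1 and 1. Differences between lines numbered 73, 7, 1 and 0 (line 7_2 minus line 6_3 5 dpi, RCS-M minus line 6_3 5 dpi, line 7_2 minus RCS-M 5 dpi and line 7_2 minus line 6_3 10 dpi) (1422 at an unadjusted p below 0.05 in limma where 0). Time points shared 7 probes in line 6_3. In level, 1209, 22 and 494 probes differed. A call was lost in 187 and gained in 3 of 549 values of named genes, and 359 kept direction and side. On the arrays of scan day 2 alone, 14, 49, 0, 184, 1775, 1090 and 1 probes changed in line 6_3 5 dpi, line 6_3 10 dpi, line 7_2 5 dpi, line 7_2 10 dpi, line 7_2 21 dpi, RCS-M 10 dpi and RCS-M 21 dpi (1920 at an unadjusted p below 0.05 in limma where 0). The study's criteria were met by 2, 1, 2, 1, 13, 1 and 0. Between lines, 1, 0, 0, 0 and 555 probes differed (line 7_2 minus line 6_3 5 dpi, line 7_2 minus line 6_3 10 dpi, RCS-M minus line 6_3 10 dpi, line 7_2 minus RCS-M 10 dpi and line 7_2 minus RCS-M 21 dpi) (1472 to 1852 at an unadjusted p below 0.05 in limma where 0). The shared sets held 18 probes (resistance, 10 dpi) and 86 probes (susceptibility, 10 dpi). Between time points 133 probes were shared in line 7_2. Differences in level numbered 3707, 39 and 1362. Among named genes 590 of 794 values kept direction and side, 201 lost and 3 gained a call.

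With no requirement on the third line the shared sets held 167, 252, 1 and 4 probes, and 1, 1, 0 and 0 at the study's criteria. Of the 171 list tests 137 kept their side with an estimated correlation and 34 lost their call, which left 23. With fry 144 kept their side, and with the mean of all probes of a gene 166 did. Probes differing in level numbered 2514, 60 and 1399, against 1690, 100 and 1428 with slide as a factor, 4399, 77 and 1706 with scan day as a factor, and 1584, 47 and 1329, 1241, 32 and 714, and 2197, 98 and 779 without the arrays of 5, 10 and 21 dpi. With non-infected channels alone the level counts stayed within 1.5 times. The separation of lines over all probes had a permutation p of 0.00676, from 1e-05 to 0.0758 over its alternatives, the highest without the arrays of 10 dpi.

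Leaving out each array of a comparison in turn, the lowest and highest counts of changed probes were 5 to 27 (without replicates 33 and 36) in line 6_3 5 dpi, 17 to 169 (without replicates 28 and 35) in line 6_3 10 dpi, 96 to 695 (without replicates 16 and 23) in line 6_3 21 dpi. Likewise they were 104 to 540 (without replicates 1 and 29) in line 7_2 5 dpi, 318 to 502 (without replicates 32 and 7) in line 7_2 10 dpi, 990 to 1428 (without replicates 18 and 19) in line 7_2 21 dpi. For RCS-M they were 14 to 225 (without replicates 4 and 10) at 5 dpi, 397 to 520 (without replicates 31 and 21) at 10 dpi, 2 to 6 at 21 dpi. At the study's criteria the counts that moved were 0 to 1 (line 6_3 21 dpi), 0 to 4 (line 7_2 5 dpi), 2 to 12 (line 7_2 21 dpi), 1 to 2 (RCS-M 5 dpi), 1 to 2 (RCS-M 10 dpi) and 0 to 1 (RCS-M 21 dpi). Differences between lines ranged over 343 to 703 (line 7_2 minus line 6_3 21 dpi), 0 to 51 (RCS-M minus line 6_3 21 dpi) and 261 to 540 (line 7_2 minus RCS-M 21 dpi). At 5 and 10 dpi they ranged over 4 to 118 (line 7_2 minus line 6_3 5 dpi), 0 to 10 (RCS-M minus line 6_3 5 dpi), 0 to 1 (line 7_2 minus RCS-M 5 dpi), 0 to 1 (line 7_2 minus line 6_3 10 dpi), 0 to 1 (RCS-M minus line 6_3 10 dpi) and 0 to 0 (line 7_2 minus RCS-M 10 dpi). In the shared sets lay 5 to 144 (resistance at 10 dpi), 66 to 232 (susceptibility at 10 dpi), 0 to 1 (resistance at 21 dpi) and 0 to 4 (susceptibility at 21 dpi) probes. Probes shared between time points, summed over the 3 pairs, numbered 14 to 81 (line 6_3), 326 to 747 (line 7_2) and 7 to 64 (RCS-M). Of 4272 values of named genes with 1 array left out, 3330 kept direction and side, 928 lost a call, 14 gained one and 0 reversed.

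Reversed results were few. The difference of MDV082 between line 7_2 and line 6_3 at 21 dpi, 0.51 on the log2 scale, became -0.0702 under plain subtraction. FBXW4 in line 7_2 at 21 dpi went from -0.03 to 0.89 with the deposited ratios. The heart and muscle list of RCS-M at 5 dpi, not called before, fell with the processed signals (adjusted p = 0.0320, 0.0320 to 0.997 over its alternatives). The liver list of line 6_3 at 5 dpi turned from up to down, with adjusted p = 0.641 in probes well above background in at least 36 channels and 0.0179 without replicate 14 (1.19e-14 to 0.641 over its alternatives, 1.19e-14 to 0.0179 with 1 array left out). Heterophil genes of line 6_3 turned from down to up at 10 dpi with a dye term per slide (adjusted p = 0.458, 0.00693 to 0.470 over the alternatives) and at 5 dpi without replicate 33 (0.224, 3.45e-07 to 0.612 over the alternatives, 1.51e-05 to 0.224 with 1 array left out). Without replicate 14 the lists of lipid metabolism and pancreas, not called in line 6_3 at 5 dpi, passed in the opposite direction (adjusted p = 0.00228, 0.00228 to 0.982 over the alternatives and 0.00228 to 0.721 with 1 array left out, and 0.000265, 1.43e-05 to 0.997 and 1.43e-05 to 0.879 with 1 array left out). The cause was not tested.

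No paired analysis was possible because every chicken has its own replicate number, apart from the pairing of an infected and a non-infected chicken on each array, which every ratio uses. List tests were left out for single scan days, and no comparison with fewer than 2 arrays on a scan day was fitted there. Signal over background limits what can be tested: only 697 of the 971 values of named genes could be tested where probes were well above background in at least 36 channels.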

Differences from the paper's values

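The tests with subtraction, no filter and no dye term combined, without slide 1 and with the scan days apart were chosen only after the values were seen, and the other 13 alternatives before the data were examined. Values printed below as within reach lay within 1.5 times the paper's. At the paper's criteria (P < 0.05, FDR < 0.5 and a log2 fold change beyond 1.5) almost no probe passed, and the paper's counts were far higher. For line 6_3 at 5 dpi the paper's counts were 777 up and 651 down against 0 and 0 here, at 10 dpi 708 up and 660 down against 1 and 0 here, for RCS-M at 10 dpi 791 up and 572 down against 1 and 0 here and at 21 dpi 567 up and 814 down against 0 and 0 here, and for line 7_2 at 21 dpi 1007 up and 1088 down against 2 and 5 here. None of the 13 alternatives reached any of these. In RCS-M at 5 dpi the paper's 707 up and 680 down against 1 and 0 here came within reach with plain subtraction alone (567 and 553), as did line 6_3 at 21 dpi, with the paper's 573 up and 585 down against 1 and 0 here (566 and 719), and the other 12 did not. For line 7_2 at 10 dpi, the paper's 823 up and 691 down against 1 and 0 here were reached by none of the 13. Subtraction, no filter and no dye term combined, chosen after seeing the values, gave 690 and 676 there and 522 up in RCS-M at 5 dpi, and it drops 223 of the 229 probes that the paper calls in its lists. In line 7_2 at 5 dpi the paper's count up was 0 against 1 here, and it was 0 with Aquantile, no step between arrays, separate fits and limma's defaults, and not with the other 9, and also 0 without replicate 26.

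In total the paper's 11779 genes, or 11694 without those of MDV, compare with 13 and 13 here. The paper's lists held 78 genes for resistance and 78 for susceptibility at 10 dpi, and 30 and 43 at 21 dpi, against 0, 0, 0 and 0 here. Changed in all 3 lines were about 17 genes at 10 dpi and about 11 at 21 dpi in the paper's Fig. 2, read by eye, against 1 and 0 here. All 13 alternatives still differed on each of these. The first principal component held about 19% of the variance in the paper's Fig. 1, read by eye, which shows 64 chickens without outliers, and 43.1% here over all 72, and of its 5 alternatives only probes scaled to unit variance (24.3%) came within reach.

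The fold change of CTLA4 in the paper's Table 4 came within reach in line 7_2 at 5 dpi, with the paper's 2.85 against 1.10 here (1.93 with the processed signals, 2.16 with the deposited ratios), in line 6_3 at 10 dpi, with the paper's 2.31 against 1.09 here (1.60 with the deposited ratios), in line 7_2 at 10 dpi, with the paper's 3.29 against 1.31 here (2.94 with the processed signals, 2.88 with the deposited ratios), in RCS-M at 10 dpi, with the paper's 3.56 against 1.59 here (3.21 with plain subtraction and limma's defaults, 3.28 with the processed signals, 3.19 with the deposited ratios), in line 7_2 at 21 dpi, with the paper's 3.07 against 1.54 here (2.27 with plain subtraction and limma's defaults, 2.76 with the processed signals, 2.89 with the deposited ratios). None of the alternatives reached CTLA4 in line 6_3 at 21 dpi, with the paper's 0.62 against 1.06 here. CD8A came within reach in RCS-M at 10 dpi, with the paper's 3.9 against 2.35 here (4.27 with plain subtraction and limma's defaults, 4.02 with the processed signals, 3.77 with the deposited ratios). USP18 came within reach in line 7_2 at 5 dpi, with the paper's 4.09 against 1.79 here (3.10 with plain subtraction and limma's defaults, 3.27 with the processed signals, 3.18 with the deposited ratios), in line 7_2 at 21 dpi, with the paper's 3.28 against 2.12 here (3.65 with plain subtraction and limma's defaults, 4.24 with the processed signals, 4.50 with the deposited ratios, 2.26 with Aquantile and no step between arrays), in RCS-M at 21 dpi, with the paper's 2.73 against 1.18 here (2.10 with plain subtraction and limma's defaults). For USP18 none did in line 6_3 at 10 dpi, with the paper's 2.07 against 1.17 here, in line 7_2 at 10 dpi, with the paper's 4.87 against 1.51 here, in RCS-M at 10 dpi, with the paper's 2.53 against 1.14 here.

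The fold change of TNFRSF6B in the paper's Table 4 came within reach in RCS-M at 10 dpi, with the paper's 2.75 against 1.10 here (1.94 with the processed signals, 2.32 with the deposited ratios), in line 7_2 at 21 dpi, with the paper's 4.28 against 1.37 here (3.09 with the processed signals, 3.20 with the deposited ratios). For TNFRSF6B none did in line 7_2 at 5 dpi, with the paper's 5.67 against 1.01 here, in line 6_3 at 10 dpi, with the paper's 5.03 against 1.04 here, in line 7_2 at 10 dpi, with the paper's 5.52 against 1.12 here, in line 6_3 at 21 dpi, with the paper's 1.54 against 0.903 here. The arrays give no exact fold of TNFRSF6B in line 7_2 at 5 dpi or in line 6_3 at 10 and 21 dpi, where too few spleens were well above background. MMP2 came within reach in line 7_2 at 21 dpi, with the paper's 0.22 against 0.362 here (0.263 with plain subtraction and limma's defaults, 0.248 with the processed signals, 0.227 with the deposited ratios, 0.318 with Aquantile and no step between arrays, 0.312 with array weights). IL8 came within reach in RCS-M at 5 dpi, with the paper's 1.71 against 1.07 here (1.37 with the processed signals, 1.36 with the deposited ratios). None of the alternatives reached IL8 in line 6_3 at 10 dpi, with the paper's 8.28 against 0.882 here, in line 7_2 at 10 dpi, with the paper's 3.01 against 0.532 here, in RCS-M at 10 dpi, with the paper's 4.25 against 0.660 here, in line 6_3 at 21 dpi, with the paper's 18.51 against 0.882 here. For GHR none did in RCS-M at 5 dpi, with the paper's 1.85 against 0.989 here, in line 6_3 at 10 dpi, with the paper's 8.57 against 1.00 here, in line 7_2 at 10 dpi, with the paper's 0.24 against 1.00 here, in line 7_2 at 21 dpi, with the paper's 0.4 against 0.994 here.

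Alternatives not named beside a value of Table 4 did not reach it. TNFRSF6B, GHR and, of Table S3, IL12RB2 could not be tested where 36 channels had to be well above background. Subtraction, no filter and no dye term combined, chosen after seeing the values, also reached CTLA4 in RCS-M at 10 dpi, CTLA4 in line 7_2 at 21 dpi, CD8A in RCS-M at 10 dpi, USP18 in line 7_2 at 5 dpi, USP18 in line 7_2 at 21 dpi, USP18 in RCS-M at 21 dpi and MMP2 in line 7_2 at 21 dpi, and it drops 223 of the 229 probes that the paper calls. Without slide 1, chosen after seeing the values, IL8 in RCS-M at 5 dpi came within reach, and so did USP18 and MMP2 in line 7_2 at 21 dpi on scan day 2 alone, chosen likewise, and these drop all 229 and all 229 of those probes. Without replicate 4 IL8 in RCS-M at 5 dpi was within reach, and in line 7_2 at 21 dpi USP18 without replicates 6 or 19 and MMP2 without replicates 6 or 20.

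Over the probes of the paper's Table S3 the median size of the log2 fold change was, in line 6_3 at 10 dpi in the list for resistance the paper's 2.56 against 0.0780, in RCS-M at 10 dpi in the list for resistance the paper's 2.43 against 0.0689, in line 6_3 at 21 dpi in the list for resistance the paper's 3.74 against 0.0623, in RCS-M at 21 dpi in the list for resistance the paper's 2.87 against 0.0513, in line 7_2 at 10 dpi in the list for susceptibility the paper's 2.64 against 0.0961, in RCS-M at 10 dpi in the list for susceptibility the paper's 2.36 against 0.10, in line 7_2 at 21 dpi in the list for susceptibility the paper's 2.91 against 0.0956, in RCS-M at 21 dpi in the list for susceptibility the paper's 2.84 against 0.0612 here, and none of the 13 alternatives reached any of them. The values here rest on the probes bright enough to test, 70 of 78 for resistance and 70 of 78 for susceptibility at 10 dpi and 21 of 30 and 32 of 43 at 21 dpi, and the paper's on all of them.

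In that table CD8A differed in line 6_3 at 10 dpi, with the paper's 1.79 against 1.07 here (1.56 with plain subtraction and limma's defaults, 1.55 with the processed signals, 1.52 with the deposited ratios), in RCS-M at 10 dpi, with the paper's 1.98 against 1.23 here (2.09 with plain subtraction and limma's defaults, 2.01 with the processed signals, 1.91 with the deposited ratios). NOS2 differed there in line 7_2 at 10 dpi, with the paper's 1.68 against 0.32 here (1.47 with the processed signals), in RCS-M at 10 dpi, with the paper's 1.56 against 0.43 here. IL8 differed there in RCS-M at 10 dpi, with the paper's -1.54 against -0.60 here (-1.37 with plain subtraction and limma's defaults, -1.47 with the processed signals and the deposited ratios), in line 7_2 at 10 dpi, with the paper's -2.51 against -0.91 here. CTLA4 differed there in line 7_2 at 10 dpi, with the paper's 1.86 against 0.39 here (1.55 with the processed signals, 1.52 with the deposited ratios), in RCS-M at 10 dpi, with the paper's 1.84 against 0.67 here (1.68 with plain subtraction and limma's defaults, 1.71 with the processed signals, 1.67 with the deposited ratios). IL12RB2 differed there in line 7_2 at 10 dpi, with the paper's 3.12 against 0.0911 here, in RCS-M at 10 dpi, with the paper's 4.32 against 0.10 here. Alternatives not named beside these values differed. Subtraction, no filter and no dye term combined, chosen after seeing the values, reached CD8A in line 6_3 at 10 dpi, CD8A in RCS-M at 10 dpi, IL8 in RCS-M at 10 dpi and CTLA4 in RCS-M at 10 dpi, and it drops 223 of the 229 probes. Without replicate 35 CD8A in line 6_3 at 10 dpi came within reach too. No non-infected spleen of line 7_2 or RCS-M was well above background for IL12RB2 at 10 dpi and 1 infected spleen of each was, so the arrays give only a lower bound, at least 1.02-fold in each, and no exact fold to set against the paper's. Of the Table 4 values, TNFRSF6B likewise has only a bound in line 6_3 at 10 dpi (at least 1.02-fold) and in RCS-M at 10 dpi (at least 1.10-fold). These bounds come from channel means after loess and Aquantile. In line 7_2 at 5 dpi that bound, 1.03-fold, lies above the 1.01 of the main fit, so neither value can be taken as the fold. No spleen of either group was well above background for TNFRSF6B in line 6_3 at 21 dpi, or for GHR in RCS-M at 5 dpi and in line 7_2 at 10 and 21 dpi.

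Of the 229 probes that the paper calls in Table S3, 13 passed the adjusted threshold in both lines with the paper's sign, and 0 met the paper's criteria (P < 0.05, FDR < 0.5 and a log2 fold change beyond 1.5). Plain subtraction, the processed signals and the deposited ratios called 9, 10 and 12 at those criteria, and the other 10 called 0. At the adjusted threshold, the processed signals called 6 further probes, the deposited ratios 10, Aquantile, no step between arrays and array weights 2 each, and probes well above background in at least 36 channels 1. Without slide 1 (2 further), with a dye term per scan day (1) and on scan day 2 alone (1), all chosen after seeing the values, further probes were called, and at the paper's criteria each drops all 229. Without replicates 2 or 29 1 further probe was called.

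Genes of Table 3 that the paper calls and that passed only under some settings were in line 7_2 at 10 dpi CTLA4 (the processed signals, the deposited ratios, Aquantile, no step between arrays, array weights, and without replicate 2), PLK1 (the processed signals, the deposited ratios, and without replicates 1, 17, 18, 26 or 28) and ROR1 (the processed signals and the deposited ratios, likewise in RCS-M). In RCS-M at 10 dpi they were COL14A1 (the processed signals and the deposited ratios), RGS4 and RARB (the deposited ratios), and in line 6_3 at 10 dpi RGS4 (the deposited ratios and array weights) and RARB (array weights). At 21 dpi they were CD28 (the processed signals and the deposited ratios) and F10 (the deposited ratios) in line 7_2, and SFTPA1 (array weights) in RCS-M. CTLA4 in line 7_2 at 10 dpi also passed without slide 1, with a dye term per scan day and on scan day 2 alone, all chosen after seeing the values, and each drops all 229 probes of Table S3 at the paper's criteria.

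Bold italics in the paper's Table 4 mark statistical significance, and of its 72 array fold changes 8 are printed as 1.00, and 54 of the other 64 lay on the same side of 1 here, with 9 of 9 for CD8A and CD8B and 8 of 8 for MMP2. For IL8 3 of 8 did: the paper's array folds at 10 dpi were above 1 in every line, while its own lists give IL8 a negative sign in line 7_2 and RCS-M at 10 dpi, and the log2 fold changes here were -0.91 and -0.60 (without replicates 24 and 31 that of RCS-M, -0.59 and -0.45, did not pass).

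The paper says that CD8A was lower after infection in line 7_2 at 10 dpi, while its Table 4 puts that fold above 1, and here it was 0.52 on the log2 scale and did not pass (adjusted p = 0.0586). Its rise in line 6_3 and RCS-M at 10 dpi, 1.07 and 1.23, goes with the paper's statement. NOS2 is placed by the paper among the genes that rose in susceptible chickens, and it rose here in line 7_2 at 10 and 21 dpi (0.32 and 0.52) and in RCS-M at 10 dpi (0.43), but in line 6_3 at 10 dpi as well (0.35). Its calls ended without replicates 7 (0.28), 17 (0.31) or 32 (0.24) in line 7_2 at 10 dpi, and in line 6_3 without replicates 13 (0.36), 28 (0.34) or 35 (0.33).

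The paper finds heart disease networks in line 7_2 alone, at 10 dpi. Here heart and muscle genes, tested as a list, did not pass in line 7_2 at 10 dpi. They fell in line 7_2 at 21 dpi (median -0.0566, adjusted p = 0.0203 with an estimated correlation) and in RCS-M at 10 dpi (median -0.0433, adjusted p = 0.0112). Some immune networks are assigned by the paper to line 6_3 and RCS-M alone. Its network of cell-mediated immunity is that of line 6_3 at 21 dpi, and its network of antigen presentation that of RCS-M at 10 dpi. A list tested for a shared direction is another measure than such networks. On it, T cell markers rose at 10 dpi in line 6_3 (median 0.16, adjusted p = 0.000758), in RCS-M (0.36, adjusted p = 4.33e-07) and in line 7_2 too (0.30, adjusted p = 0.000124). Over the other list tests these adjusted p values lay between 0.00312 and 0.0192 for the heart list, and at most at 0.00329 for T cell markers. In line 7_2 at 5 dpi the paper's test called no gene, while 356 probes passed the adjusted threshold here (104, 115 and 540 without replicates 1, 5 and 29), without a limit on the fold change. None passed in limma with a separate fit of this comparison or under limma's defaults, so that count depends on the fit shared by all arrays. For resistance at 21 dpi the paper's text gives 30 genes and its Fig. 2 another number.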

Other observations

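The tests of gene lists in level, of correlations between lines and of the overlap of line 6_3 with line 7_2 were chosen only after the results were seen. The response to infection was most alike between lines at 10 dpi, in the latent phase. Across 23551 to 23560 probes, which are not independent replicates, the log2 fold changes at 10 dpi correlated at r = 0.600 between line 6_3 and RCS-M, 0.523 between line 7_2 and RCS-M and 0.420 between line 6_3 and line 7_2. At 5 dpi these were 0.153, 0.364 and 0.0765, and at 21 dpi 0.106, 0.181 and 0.192. Line 6_3 and line 7_2 shared 13 probes up and 56 down at 21 dpi, where 3.99 and 9.50 would be shared if independent.

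Averaged over infected and non-infected chickens, the spleens of the lines differed in level. Cytotoxic genes were higher in line 7_2 than in line 6_3 (median 0.40, 4 genes higher, adjusted p = 0.0119 with an estimated correlation, 1.49e-06 with the preset one), and matrix genes lower (median -0.0775, 4 genes lower, adjusted p = 0.0119 and 0.00316). Erythroid genes were lower in line 7_2 than in RCS-M (median -0.18, 4 genes lower, adjusted p = 0.0422 and 0.00325).

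Genes chosen by rule differed in their response at 21 dpi. HSP90AA1, a chaperone, responded lower in line 7_2 than in line 6_3 (difference -1.45, standard error 0.21, adjusted p = 6.15e-05) and than in RCS-M (-0.91, adjusted p = 0.0143), where it did not pass without replicates 18 (-0.84), 20 (-0.86) or 27 (-0.86). HSP90AB1, another chaperone, went the other way (0.72 and 0.79, adjusted p = 0.0487 and 0.0344), and did not pass against line 6_3 without replicates 3 (0.69), 12 (0.70), 16 (0.77), 18 (0.49), 19 (0.63) or 23 (0.74), or against RCS-M without replicates 11 (0.77), 18 (0.55), 19 (0.69), 27 (0.76) or 34 (0.75). SQLE, of sterol synthesis, responded higher in line 7_2 than in line 6_3 (0.90, adjusted p = 0.000143) and than in RCS-M (0.76, adjusted p = 0.00136).

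Reference genes, 11 tested, should not move after infection. As a list they passed in RCS-M at 10 dpi with the preset correlation (median 0.0299, adjusted p = 0.0483), not with an estimated one (0.0610) or the mean of all probes (0.0559), and with fry at 0.0373. That call ended without replicates 21 (0.220), 22 (0.0624) or 24 (0.0809). In the other 8 comparisons the adjusted p was 0.0953 to 0.951 with the preset correlation, and fry passed in line 6_3 at 5 dpi (0.0180), line 7_2 at 21 dpi (0.000179) and RCS-M at 5 dpi (0.0492). GAPDH, which the paper used as a qPCR reference, rose in line 7_2 at 10 dpi (0.32, not passing without replicates 2 (0.32) or 17 (0.27)) and at 21 dpi (0.37, standard error 0.08, adjusted p = 0.00119, higher on 4 of 4 arrays). At 21 dpi it was 0.38 under both plain subtraction and the processed signals and passed with neither. ACTB passed in none of the 9 comparisons (adjusted p 0.139 to 1.00).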
